# PTPN21 inhibits cell apoptosis of acute lymphoblastic leukemia induced by chemotherapeutic agents via GADD45A and JNK signaling pathway

**DOI:** 10.1371/journal.pone.0322273

**Published:** 2025-04-30

**Authors:** Chenze Zhao, Yu Zhang, Linlin Huang, Jingjing Xiang, Baodong Ye, Ni Zhu

## Abstract

Acute lymphoblastic leukemia (ALL), a hematologic malignancy characterized by the uncontrolled proliferation of immature lymphocytes, often results in unfavorable long-term survival prospects for patients. PTPN21, a protein with established roles in oncogenesis, has been implicated in the pathogenesis of ALL. This study explores the role of PTPN21 in ALL cell apoptosis induced by chemotherapeutic agents. Key findings reveal that elevated PTPN21 levels hinder the apoptosis of ALL cells in response to vincristine (VCR) and daunorubicin (DNR). PTPN21 accomplishes this by inhibiting the GADD45A and JNK signaling pathways, thereby reversing cell cycle arrest in the G2/M phase. Restoring GADD45A reverses the anti-apoptotic effect of PTPN21. These findings suggest that targeting PTPN21 in conjunction with chemotherapy may represent a novel therapeutic strategy for ALL, offering potential implications for improving treatment efficacy and overcoming drug resistance.

## Introduction

Acute lymphoblastic leukemia (ALL) is a hematologic malignancy characterized by the abnormal proliferation of immature lymphocytes in the bone marrow, blood, and other organs [1]. In recent years, the optimization of chemotherapy doses and regimens has increased the cure rate to 90% in pediatric patients with ALL [2]. Although progress has been made in treating adult ALL, some patients (approximately 10%) do not respond to initial chemotherapy, and more than half eventually relapse [3]. The remission rate for adult patients with ALL is only 20–40% [4].

Vincristine (VCR) and daunorubicin (DNR) are pivotal in the treatment of ALL [5,6]. However, VCR is frequently associated with the onset of peripheral neuropathy, a significant adverse effect [5]. Investigating the mechanism through which VCR acts in ALL treatment, identifying target genes that influence the therapeutic efficacy of VCR, and enhancing the sensitivity of ALL to VCR are crucial steps toward mitigating its neurotoxic side effects.

PTPN21 encodes protein tyrosine phosphatase nonreceptor 21, which was initially discovered in human skeletal muscle [9]. Recent reports have highlighted the altered expression of PTPN21 in the development of various cancers, such as bladder cancer [10], gastric cancer [11], pancreatic carcinoma [12], and glioma [13]. In recent years, several studies have emphasized the role of abnormal expression and mutation of protein tyrosine kinases (PTKs) and protein tyrosine phosphatases (PTPs) in leukemia [7,8]. Specifically, several studies have investigated the role of PTPN21 in ALL. Xiao H et al. [14] conducted a comprehensive whole-exome sequencing analysis in three adult patients with Ph- B-cell ALL (Ph- B-ALL) using samples from diagnosis to relapse after allogeneic hematopoietic stem cell transplantation (allo-HSCT) and discovered PTPN21 mutations in the samples obtained during relapse. Wang H et al. [15] revealed that the endogenous PTPN21-CDSlong isoform hindered the destruction of ALL cells by NK cells through regulation of the KIR-HLA-I axis. Nevertheless, it remains unclear whether PTPN21 impacts the effects of VCR and DNR on acute lymphoblastic leukemia.

P53 is a crucial tumor suppressor protein, and its role in leukemia is primarily manifested in regulating cell apoptosis and autophagy. Studies have demonstrated that the P53 signaling pathway plays a pivotal role in both acute myeloid leukemia (AML) and chronic lymphocytic leukemia (CLL). For instance, mutations or functional defects in P53 are closely associated with disease progression and prognosis in CLL [16]. Additionally, P53 induces cell apoptosis by activating downstream genes such as GADD45A [17]. The JNK (c-Jun N-terminal kinase) pathway is significant in cellular stress responses and apoptosis. Research has found that the JNK pathway promotes cell apoptosis by phosphorylating and activating downstream effectors [18]. For example, in certain leukemia cells, the activation of the JNK pathway is closely related to cell apoptosis [19].

GADD45A (growth arrest and DNA damage-inducible 45α) is a stress-responsive gene that plays a critical role in DNA damage and cell cycle arrest. Studies indicate that GADD45A can be activated through the P53 signaling pathway and further promote cell apoptosis [20]. Research has found that GADD45A expression is upregulated in samples from patients with chronic myeloid leukemia (CML) in the chronic phase, but downregulated in the accelerated and blast phases, which correlates with the severity of the disease, and low expression predicts a poorer prognosis. Furthermore, GADD45A inhibits cell proliferation and promotes apoptosis by regulating AKT, p38, and Stat5 signaling pathways, thereby exerting its tumor suppressive effects [21]. In AML, a decrease in the methylation level of the GADD45A promoter is associated with poor prognosis [22]. Studies have also revealed that the absence of GADD45A accelerates the development of BCR-ABL-driven CML, leading to more severe disease and higher numbers of leukemic stem cells. Additionally, high expression of GADD45A in AML is associated with shorter progression-free survival, suggesting that it may promote the survival of malignant hematopoietic cells by maintaining genomic stability [23].

Vincristine exerts inhibitory effects on cancer cells by inhibiting microtubule assembly and blocking cell cycle progression. Its primary mechanisms include disrupting the formation of mitotic spindle microtubules, resulting in abnormal cell division and proliferation. In ALL, vincristine reduces the number of leukemic cells by inhibiting their mitosis, thereby achieving therapeutic effects [24,25]. Studies have shown that vincristine may induce drug resistance in certain ALL cell lines. For example, ICN13 BCP-ALL cells develop resistance to vincristine in the presence of supportive microenvironments, with significant changes in the expression of specific proteins identified through proteomic analysis [26].

Daunorubicin, an anthracycline drug, inhibits the growth and division of cancer cells by inserting into DNA double strands and interfering with DNA replication and transcription [27]. However, the use of daunorubicin is often accompanied by severe bone marrow suppression and infection risks. For instance, liposomal daunorubicin exhibits lower non-hematological toxicity but may be associated with a higher infection rate [28]. Additionally, glucocorticoid-resistant pediatric ALL samples exhibit alterations in splicing patterns (such as FLT3 mutations), which may affect drug efficacy [29].

This study revealed that elevated PTPN21 expression impairs apoptosis in ALL cells in response to chemotherapeutic drugs, such as VCR and DNR. Through a series of in vitro experiments, we sought to elucidate the underlying mechanisms by which VCR acts during the treatment of ALL. Additionally, our research supports targeting PTPN21 as a therapeutic strategy for ALL management.

## Materials and methods

### Cell culture

The human acute lymphoblastic leukemia cell lines Jurkat and NALM-6 were acquired from the Cell Bank of the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences (Shanghai, China). These cells were cultured in Roswell Park Memorial Institute 1640 medium (Gibco, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (Gibco, Carlsbad, CA, USA). HEK293T cells were cultured in Dulbecco’s Modified Eagle’s Medium supplemented with 10% fetal bovine serum and 4.5 g/L glucose (Gibco, Carlsbad, CA, USA). All cells were maintained at 37 °C in a humidified atmosphere with 5% CO2.

### Chemicals and antibodies

Vincristine (VCR) and daunorubicin (DNR) were purchased from Selleck Chemicals (Houston, TX, USA). The following primary antibodies were used: rabbit monoclonal DYKDDDDK tag (FLAG) and PTPN21 antibodies were obtained from Abcam (Boston, MA, USA); rabbit monoclonal Bax and mouse monoclonal Bcl-2 antibodies were obtained from Thermo Fisher Scientific (Waltham, MA, USA); rabbit polyclonal cleaved caspase 3 antibody was obtained from Cell Signaling Technology (Beverly, MA, USA); rabbit monoclonal P53 and rabbit polyclonal Jun antibodies were obtained from Proteintech Group (Wuhan, China). Mouse monoclonal p-P53 (Ser15) antibody, rabbit polyclonal JNK antibody, and p-SAPK/JNK (Thr183/Tyr185) antibody were purchased from Cell Signaling Technology (Beverly, MA, USA); rabbit monoclonal p-Jun (Ser63) antibody was obtained from Abcam (Boston, MA, USA); mouse polyclonal GAPDH antibody was obtained from Goodhere Biotech (Hangzhou, China). Horseradish peroxidase-labeled secondary antibodies, including goat anti-mouse and goat anti-rabbit, were obtained from Boster Biological Technology (Wuhan, China).

### Plasmids and transfection

The pHIV7/SFFV-GFP vector plasmid (S1 Fig) was a gift from Professor Jiing-Kuan Yee from the City of Hope National Medical Center (Duarte, CA, USA). By analyzing the FLAG Tag sequence, a single-stranded oligo containing FLAG Tag was designed and synthesized. The synthesized oligo was spliced into a complete gene sequence using PCR. We loaded the synthesized sequence into the pMD18-T vector, transformed it into DH5α cells, and used sequencing to verify whether the inserted sequence was correct in the recombinant clone. Next, the SFFV promoter was sequentially spliced with the PTPN21 gene sequence and FLAG Tag, and the pHIV7/SFFV-GFP plasmid was digested using BamHI and Bgl II enzymes. The fragments were recovered, and the spliced sequences were ligated to obtain the pHIV7/SFFV-PTPN21-3×FLAG plasmid (Supplementary material). The plasmid was transfected into HEK293T cells along with the lentiviral packaging plasmids pMD2. G and psPAX2 (Thermo Fisher Scientific, Waltham, MA, USA). After 48 hours, the viral suspension was collected and filtered through a 0.45 μm filter. The plasmid overexpressing GADD45A was purchased from Pinggu Biotechnology Co. (Wuhan, China). The plasmid overexpressing GADD45A was co-transfected with lentiviral packaging plasmids pCMV-dR8.9 and pCMV-VSV-G (Addgene, Cambridge, MA, USA) in 293T cells. The supernatant was collected after 48 hours and filtered through a 0.22 μm filter. The lentivirus in the supernatant was subsequently concentrated and purified, and the viral titer was determined. The target cells were transfected with a virus titer corresponding to a multiplicity of infection = 50. Transfection was verified using an anti-FLAG antibody and Western blot analysis.

### Apoptosis assay

Cells were pretreated with 5 μM vincristine (VCR), 100 nM daunorubicin (DNR) or DMSO (as a control) for 48 hours. Subsequently, the cells were collected and washed twice with cold PBS. Apoptosis was assessed using an apoptosis detection kit (KeyGEN Biotech, Nanjing, China). The cells were suspended in 100 × Annexin V binding buffer and incubated with Annexin V-PE or Annexin V-APC antibody and 7-aminoactinomycin D at room temperature for 15 minutes. Cell analysis was performed using a Beckman Coulter CytoFLex flow cytometer. Annexin V-positive cells were identified as apoptotic cells. Examples of gating strategies, single-color controls and negative control for the flow cytometry experiments are provided in the supplementary material and S2 Fig.

### Cell cycle assay

Cells were pretreated with 5 μM VCR, 100 nM DNR or DMSO (as a control) for 48 hours and then harvested for cell cycle analysis. The cells were fixed at 4 °C in precooled 70% ethanol for more than 4 hours. After two washesin precooled PBS, the cells were incubated with 50 μg/ml RNase at 37 °C for 30 minutes and were subsequently stained with 50 μg/ml PI (propidium iodide, Merck, Germany) at 4 °C for 30 minutes in the dark. The stained cells were resuspended in 500 μl of PBS for flow cytometry (FCM) detection.

### Reverse transcription-polymerase chain reaction (RT-qPCR)

Total RNA was extracted from cell samples using TRIzol solution (Thermo Fisher Scientific, Waltham, MA, USA), and cDNA was synthesized using HiScript II Q RT SuperMix for qPCR (Vazyme, R222-01, Nanjing, China) according to the manufacturer’s instructions. PCR was performed using ChamQ SYBR Color qPCR Master Mix (Low ROX Premixed) (Vazyme, Q431-02, Nanjing, China) and an ABI QuantStudio 6 Flex fluorogenic quantitative PCR instrument. The level of the target gene was normalized to that of the housekeeping gene GAPDH. The primer sets used were as follows: Homo GAPDH, 5`-TCAAGAAGGTGGTGAAGCAGG-3` (forward), 5`-TCAAAGGTGGAGGAGTGGGT-3` (reverse); Homo GADD45A, 5`-CTGGAGAGCAGAAGACCGAA-3` (forward), 5`-CAGCGTCGGTCTCCAAGA-3` (reverse); Homo ATF4, 5`-GGAAACCATGCCAGATGACC-3` (forward), 5`-GATCTGGAGTGGAGGACAGG-3` (reverse); and Homo PARP1, 5`-CCGCATACTCCATCCTCAGT-3` (forward), 5`-GCTATCATCAGACCCTCCCC-3` (reverse).

### Western blot analysis

Cells were harvested and subjected to lysis in radioimmunoprecipitation assay lysis buffer (Beyotime Institute of Biotechnology, Shanghai, China) containing a protein enzyme inhibitor cocktail (Beyotime Institute of Biotechnology, Shanghai, China) and a phosphatase inhibitor (Beyotime Institute of Biotechnology, Shanghai, China). This lysis process was performed on ice for 1 hour. The cell lysates were then centrifuged at 12,000 × g for 10 minutes at 4 °C. The supernatant was heated to 100 °C for 10 minutes after the addition of loading buffer (KeyGEN BioTech, Nanjing, China). Subsequently, the cell lysates were centrifuged once again at 12,000 × g for 10 minutes at 4 °C. Equal amounts of the prepared protein samples were loaded onto an SDS-PAGE (sodium dodecyl sulfate-polyacrylamide) gel, electrophoretically separated (110 V for 100 minutes), and transferred onto an Immobilon-P polyvinylidene difluoride membrane (Merck, Germany). The membranes were blocked with 5% nonfat milk (BD Pharmingen, San Diego, CA, USA) at room temperature for 2 hours. The membranes were then incubated with primary antibodies at 4 °C overnight, followed by incubation with secondary antibodies at room temperature for 1 hour. Finally, the protein bands were visualized using X-ray film and were developed with a developer and fixer.

### Coimmunoprecipitation (Co-IP)

The cells were harvested and lysed using NP-40 buffer (Beyotime Institute of Biotechnology, Shanghai, China) supplemented with 1 mmol/L phenylmethylsulfonyl fluoride (PMSF) (Servicebio Technology, Wuhan, China) and a protease inhibitor cocktail (Servicebio Technology, Wuhan, China). The cell lysates were then incubated with antibodies specific for Cdk1 (Proteintech Group, Wuhan, China), Cyclin B1 (Proteintech Group, Wuhan, China), PTPN21 (Abcam, Cambridge, UK), GADD45A (Proteintech, Wuhan, China), or IgG (Vazyme, Nanjing, China) as a control overnight at 4 °C. Next, the lysates were incubated with protein A/G beads (Thermo Fisher Scientific, Waltham, MA, USA) for six hours at the same temperature. The beads were subsequently washed 5 times with immunoprecipitation buffer. The immunoprecipitates were then separated by SDS-PAGE, transferred to membranes, and analyzed via western blot to detect the interaction between Cdk1 and Cyclin B1 or PTPN21 and GADD45A.

### RNA sequencing

Jurkat cells in both the control and PTPN21 overexpression groups were treated with vincristine (VCR) for 48 hours. Subsequently, cells from both groups were harvested for RNA sequencing (RNA-seq) with three replicates per group. RNA was extracted using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA). The digital gene expression tag profiling and data analysis were performed by an external commercial company (Pinggu Biotechnology Co., Wuhan, China). Based on the results of RNA sequencing, low-expression apoptosis-related genes were screened by the KEGG database gene set (pathway ID: hsa04210). The RNA-seq data used in our study have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE253979 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE253979).

### Statistical analysis

All independent experiments were replicated three times. Statistical analysis was performed using SPSS software, version 22.0 (IBM SPSS, NY, USA). Differences between mean values were assessed using one-way analysis of variance (ANOVA) and Tukey’s multiple comparisons test. The data are presented as the mean ± standard deviation, and a p value <0.05 indicated statistical significance.

## Results

### PTPN21 overexpression in ALL cell lines inhibited DNR- or VCR-induced cell apoptosis

To investigate the role of PTPN21 in acute lymphoblastic leukemia (ALL), we overexpressed PTPN21 in Jurkat and NALM-6 cells, while cells transfected with the pHIV7-SFFV-GFP vector served as a control. Western blot with an anti-FLAG antibody confirmed the successful overexpression of PTPN21 (Fig 1A). We assessed apoptosis in the PTPN21 overexpression group and the control group using an Annexin V/7-AAD or APC/7-AAD double binding assay. No significant difference was observed in the proportion of apoptotic cells between the two groups. PTPN21 overexpression in Jurkat and NALM-6 cells had no impact on cell apoptosis. However, the PTPN21 overexpression group exhibited a significantly lower proportion of apoptotic cells induced by daunorubicin (DNR) (Jurkat: PTPN21 overexpression group vs. control group 23.94 ± 3.48 vs. 43.26 ± 5.14, *p* < 0.0001; NALM-6: PTPN21 overexpression group vs. control group 17.93 ± 1.12 vs. 27.70 ± 2.26, *p* < 0.0001; Fig 1B). In Jurkat cells, the proportion of apoptotic cells induced by vincristine (VCR) was significantly lower in the PTPN21 overexpression group than in the control group after 24 h or 48 h of treatment (24 h: PTPN21 overexpression group vs. control group 17.61 ± 0.60 vs. 26.70 ± 0.32, *p* < 0.0001; 48 h: PTPN21 overexpression group vs. control group 22.94 ± 1.15 vs. 38.29 ± 1.77, *p* < 0.0001; Fig 2A-B). After 48 h of treatment with VCR, PTPN21 overexpression inhibited the expression of Bax and cleaved caspase 3, while the expression of the antiapoptotic protein Bcl-2 was increased (Fig 2C-D). These results suggest that PTPN21 overexpression in ALL cell lines inhibits apoptosis induced by chemotherapeutic agents.

**Fig 1:**
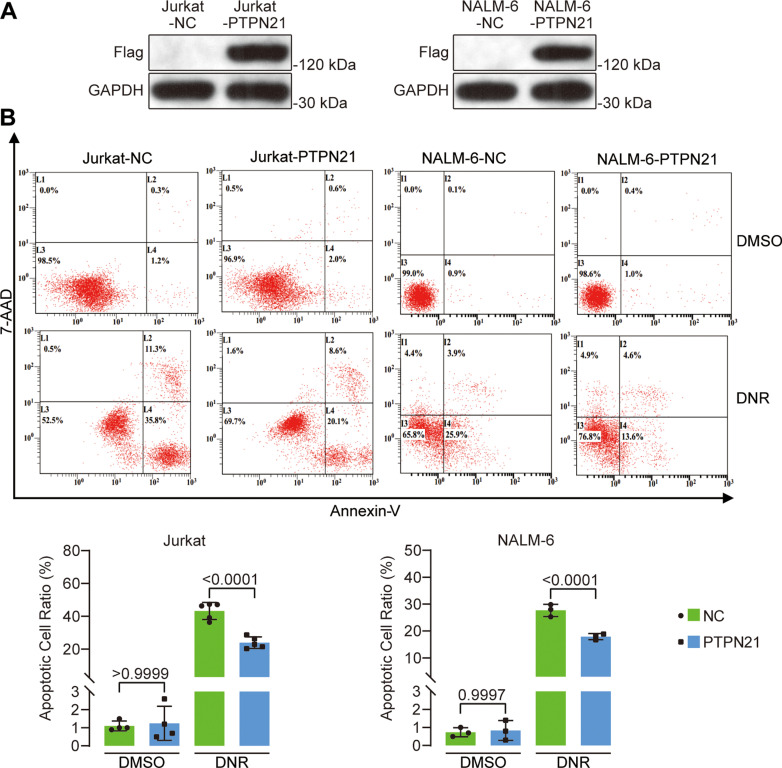
The impact of PTPN21 overexpression on ALL cell lines and apoptosis induced by DNR or VCR. **(A)** Western blot analysis confirmed PTPN21 overexpression using an anti-FLAG antibody. **(B)** Flow cytometry analysis of apoptosis in Jurkat (n = 5) and NALM-6 (n = 3) cells after 48 h of treatment with 100 nM DNR. The data are presented as the mean ± standard deviation, and a p value <0.05 indicated statistical significance.

**Fig 2:**
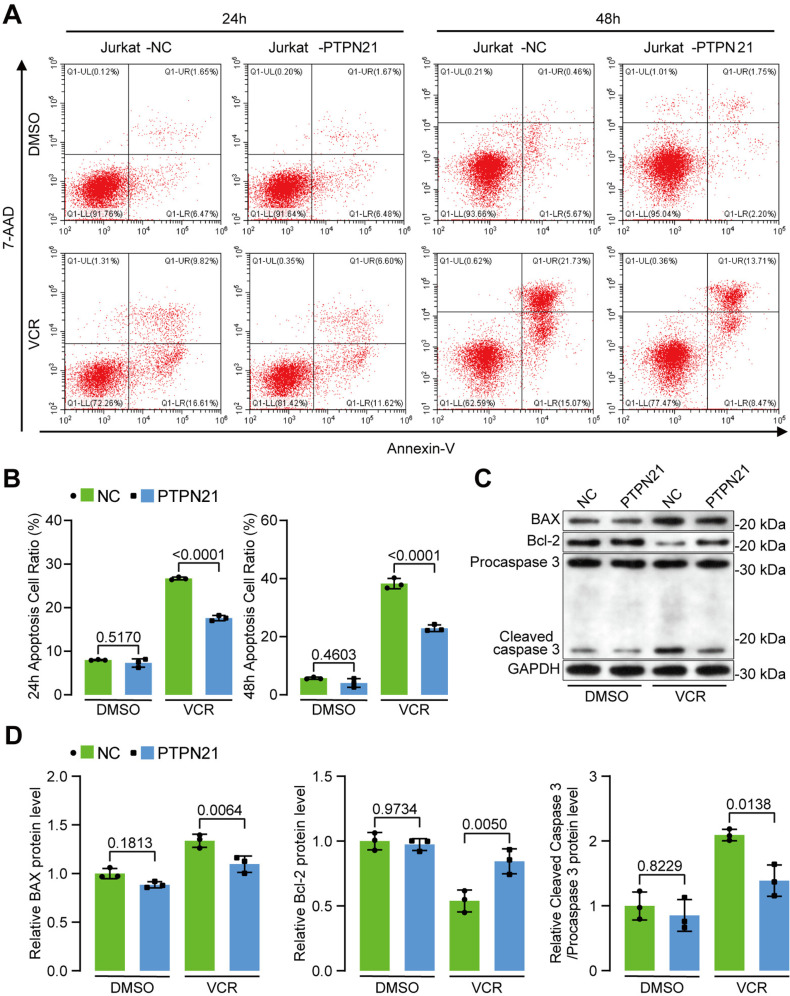
The impact of PTPN21 overexpression on Jurkat cell apoptosis induced by VCR. **(A)** Flow cytometry analysis of apoptosis in Jurkat cells after treatment with 5 μM VCR for 24 h or 48 h. **(B)** Apoptosis analysis for **(A)** (n = 3). **(C)** Western blot results showing the expression of apoptosis-related proteins, including Bax, Bcl-2, and caspase 3. **(D)** Protein data analysis results for **(C)** (n = 3). The data are presented as the mean ± standard deviation, and a p value <0.05 indicated statistical significance.

### PTPN21 overexpression inhibited the GADD45A and JNK signaling pathways

To explore the pivotal molecules involved in the PTPN21-mediated inhibition of apoptosis, we conducted transcriptome sequencing of Jurkat cells after 48 h of treatment with VCR, while cells transfected with the pHIV7-SFFV-GFP vector served as a control. 

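RNA from Jurkat cells, a human T cell acute lymphoblastic leukemia line, was sequenced in 4 groups of 3 libraries. Control (NC) cells carried the GFP vector and PTPN21 cells carried the FLAG-tagged PTPN21 construct, and each was treated for 48 h with VCR or with DMSO. The paper's text describes the 2 VCR groups for the RNA-seq, and the deposited table also holds the 2 DMSO groups. The VCR dose of these libraries is not given in the paper's text, which gives 5 μM for the apoptosis assays. An external company processed the reads, and the aligner, the counting program, the genome build and the annotation are not named. The authors deposited FPKM, which are fragments scaled to the length of the gene and to the total fragments of the library, for 60671 genes with Ensembl identifiers.
The FPKM table gives no depth. FPKM multiplied by the length of single-exon genes fell in steps, and the size of a step gave an estimate of the fragments per library. In NC+DMSO the estimate was 14400000 to 16400000 fragments (median 14600000), in PTPN21+DMSO 22300000 to 23800000 (median 23100000), in NC+VCR 16900000 to 18000000 (median 17400000) and in PTPN21+VCR 20500000 to 22300000 (median 22200000). Between 41.2% and 53.7% of the low values in a library lay close to a whole number of steps, against 20% by chance. These depths are estimates, since a step of 1 fragment and a step of 2 cannot be separated by this method alone. All PTPN21 libraries were deeper than all NC libraries, so depth and construct vary together.
Values were analysed as log2(FPKM + 1), a scale that understates the change of genes with low FPKM. The 11591 genes with a mean FPKM of at least 1 over the 12 libraries were tested with limma, in one model of the 4 groups with an intensity trend and Benjamini-Hochberg adjustment. Pearson's correlation across these genes between replicates of a group was 0.939 to 0.976.
PTPN21 (ENSG00000070778) was examined first as a check of the labels. GENCODE release 29 places it on the minus strand of chromosome 14 from 88465778 to 88554733 in GRCh38, a build the authors do not name. Its FPKM was 0.0638 ± 0.0378 (SD, n = 3) in NC+DMSO, 8.82 ± 1.48 (SD, n = 3) in PTPN21+DMSO, 0.367 ± 0.205 (SD, n = 3) in NC+VCR and 5.74 ± 1.21 (SD, n = 3) in PTPN21+VCR. The log2 fold change of PTPN21+VCR against NC+VCR was 2.29 (standard error 0.217, limma adjusted p = 0.000509). No NC library reached the level of any PTPN21 library. With a pseudocount of 0.1, the setting that moved this value most, the log2 fold change was 3.72.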

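Between PTPN21+VCR and NC+VCR, 211 genes passed an adjusted p of 0.05 in limma with Benjamini-Hochberg adjustment, 116 higher and 95 lower with PTPN21 overexpression. The number of these genes depended on single libraries, from 43 without PTPN21+VCR replicate 2 to 357 without NC+DMSO replicate 3. The 20 apoptosis genes drawn in Fig 3A were chosen by the study from these libraries, so their tests are not independent evidence. For the 13 genes named as decreased in Fig 3A, which include PIK3R1, PARP1, JUN, GADD45A, ATF4 and DAXX, the mean on the log2 scale was lower in PTPN21+VCR for 13 of 13 genes. Their log2 fold changes ran from -3.51 for ATF4 to -0.19 for PIK3R1, with a median of -0.63. The 3 libraries of each group did not overlap for 11 of the 13 genes. Over all genes tested the share without overlap was 22.5% in this comparison, where chance gives 10%. An exact two-sided permutation test of 3 libraries against 3 cannot go below p = 0.1.
Adjusted over all genes tested, 2 of the 13 genes passed the threshold, and adjusted over the list alone, 9 passed. DAXX (ENSG00000204209, chromosome 6 from 33318558 to 33323016 in GENCODE release 29) had an FPKM of 164.1 ± 3.70 (SD, n = 3) in NC+VCR and 104 ± 11.4 (SD, n = 3) in PTPN21+VCR. Its log2 fold change was -0.66 (standard error 0.142, limma adjusted p = 0.0418), and it passed under 12 of 22 alternatives. The highest adjusted p of the 13 was that of PIK3R1, at 0.767 in limma. PARP1 had a log2 fold change of -0.25 (standard error 0.119, limma adjusted p = 0.302). Without drug, all 13 genes were also lower in PTPN21+DMSO than in NC+DMSO. Those log2 fold changes ran from -0.86 for ATF4 to -0.09 for TNFRSF1A, where the median over all genes was -0.137. The difference between the changes under VCR and under DMSO passed the threshold for none of the 13 genes. Their lower values are thus not shown to be specific to VCR.
ATF4 (ENSG00000128272, chromosome 22 from 39519695 to 39522685) had an FPKM of 320.7 ± 13.6 (SD, n = 3) in NC+VCR and 27.2 ± 1.63 (SD, n = 3) in PTPN21+VCR (limma adjusted p = 0.0723, standard error 0.910 on the log2 scale). It passed under 4 of 22 alternatives, with limma adjusted p from 1.7e-05 with the 2 groups fitted alone to 0.218 with no filter. The same 2 levels occurred among replicates of the DMSO groups, where ATF4 ranged from 26.3 to 302 in NC+DMSO and from 29.8 to 329.6 in PTPN21+DMSO.

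**Figure D1:**
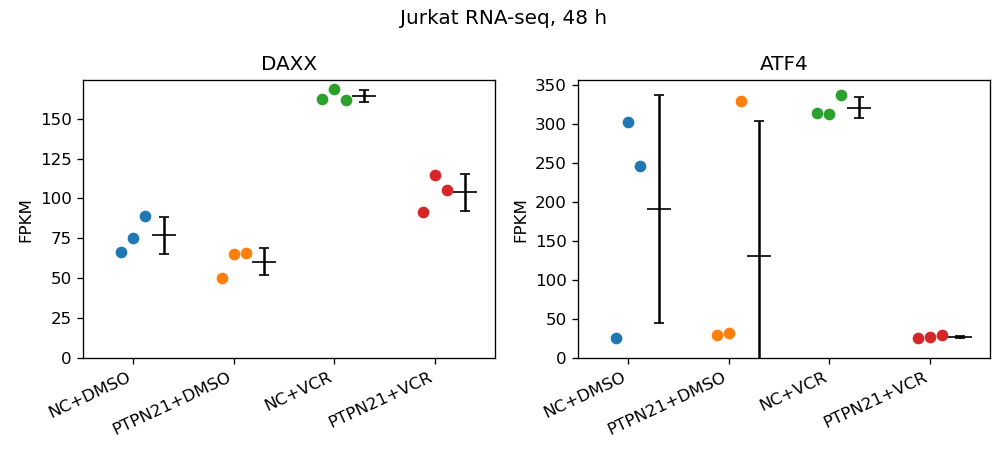
FPKM of DAXX and ATF4 in the 12 libraries, by group, on linear axes. Each point is 1 library, the horizontal mark is the mean and the bar its SD (n = 3), cut off at 0 for ATF4 in PTPN21+DMSO. DAXX was higher in every NC+VCR library than in every PTPN21+VCR library, and ATF4 stood near 27.2 in PTPN21+VCR and near 320.7 in NC+VCR with both levels in each DMSO group.

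The 7 genes shown as increased in Fig 3A, which include BIRC5, BAD and BID, were higher in PTPN21+VCR in 7 of 7 cases. None passed over all genes tested, and 4 passed adjusted over the list alone. The lowest limma adjusted p of the 7 was that of BID, at 0.104, with a log2 fold change of 0.68 (standard error 0.201). Over all 11591 genes, 1980 had an unadjusted p under 0.05.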

Analysis of the apoptotic pathway revealed a decrease in the expression of a series of apoptosis-related genes, including PIK3R1, ACTB, PARP1, JUN, CASP7, GADD45A, CTSL, LMNB2, CFLAR, TNFRSF1A, MAP2K1, ATF4, and DAXX, in the PTPN21 overexpression group (Fig 3A). A literature review established that GADD45A [20], ATF4 [30], and PARP1 [31] are promoters of apoptosis. Particularly, GADD45A, a stress-responsive gene critical in DNA damage and cell cycle arrest, is activated by the P53 pathway to promote cell apoptosis. Consequently, we investigated the expression of these genes in Jurkat cells. RT-qPCR analysis revealed that PTPN21 overexpression decreased the mRNA levels of GADD45A, ATF4, and PARP1 in VCR-treated Jurkat cells. However, only the changes in GADD45A were statistically significant (PTPN21 overexpression group vs. control group 0.988 ± 0.202 vs. 1.525 ± 0.147, *p* < 0.01; Fig 3B-D). Western blot results further confirmed that PTPN21 significantly reduced the increased protein levels of GADD45A induced by VCR (NC + VCR vs. PTPN21 + VCR 1.834 ± 0.124 vs. 1.014 ± 0.115, *p* < 0.01; Fig 3E-F). Next, we assessed the phosphorylation of proteins involved in the P53 and JNK signaling pathways in Jurkat cells treated with VCR for 48 h in both the PTPN21 overexpression group and the control group. Phosphorylation of components of the P53 and JNK signaling pathways was enhanced following VCR-induced apoptosis. However, when PTPN21 was overexpressed, the phosphorylation of components of the P53 and JNK signaling pathways was decreased in cells exposed to VCR (Fig 3G-H). In summary, PTPN21 downregulated GADD45A and the phosphorylation of proteins involved in the P53 and JNK signaling pathways.

**Fig 3:**
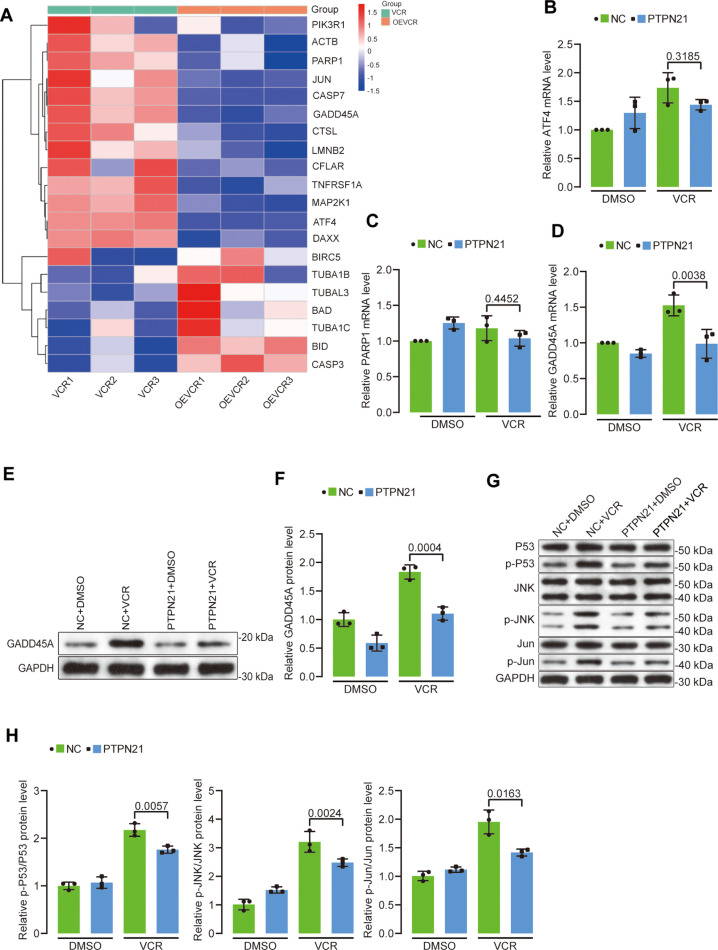
The influence of PTPN21 overexpression on GADD45A and the JNK signaling pathway. **(A)** Analysis of the effect of PTPN21 overexpression on the VCR-induced apoptosis pathway in Jurkat cells based on transcriptome sequencing results. “OEVCR” stands for the PTPN21 overexpression group. **(B-D)** Detection of the mRNA expression levels of GADD45A, ATF4, and PARP1 by RT-qPCR (n = 3). **(E)** Western blot analysis of GADD45A protein expression. **(F)** Protein data analysis results for **(E)** (n = 3). **(G)** Western blot results illustrating the phosphorylation status of P53 and proteins in the JNK signaling pathway. **(H)** Protein data analysis results for **(G)** (n = 3). The data are presented as the mean ± standard deviation, and a p value <0.05 indicated statistical significance.

### The restoration of GADD45A reversed the antiapoptotic effect of PTPN21

To confirm the pivotal role of GADD45A in PTPN21-mediated antiapoptotic effects in acute lymphoblastic leukemia (ALL) cells, we restored the expression of GADD45A through lentiviral transfection, while cells transfected with the pHIV7-SFFV-GFP vector served as a control. The overexpression of GADD45A directly downregulated PTPN21 (NC+DMSO vs. PTPN21 + DMSO, 1.025 ± 0.054 vs. 0.694 ± 0.062, *p* < 0.01; Fig 4A-C) and induced apoptosis (NC+DMSO vs. GADD45A+DMSO, 5.720 ± 0.286 vs. 23.440 ± 0.568, NC + VCR vs. GADD45A+VCR, 29.750 ± 1.365 vs. 40.790 ± 1.089, *p* < 0.0001; Fig 4D-E). The overexpression of GADD45A also enhanced the expression of Bax and cleaved caspase 3 but inhibited the antiapoptotic protein Bcl-2 (Fig 5A). After 48 hours of treatment with VCR, PTPN21 was downregulated, while GADD45A was upregulated. In PTPN21-overexpressing Jurkat cells, the restoration of GADD45A significantly increased VCR-induced apoptosis (17.31 ± 0.58 vs. 26.32 ± 1.93, *p* < 0.0001; Fig 4D-E). The restoration of GADD45A also enhanced the expression of Bax and cleaved caspase 3, but inhibited expression of the antiapoptotic protein Bcl-2 (Fig 5A).

**Fig 4:**
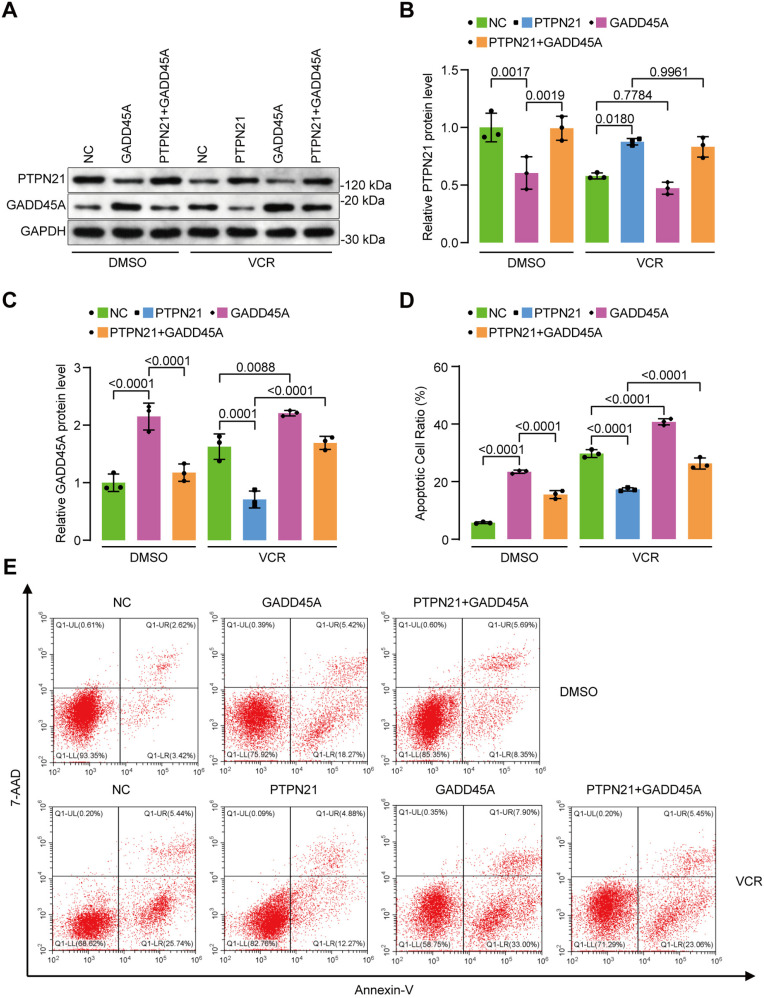
Reversal of the antiapoptotic effect of PTPN21 through the restoration of GADD45A expression. **(A)** Western blot analysis of PTPN21 and GADD45A protein levels. These cells were treated with 5 μM VCR for 48 h or DMSO as a control. **(B-C)** Protein data analysis for **(A)** (n = 3). **(D)** Apoptosis data analysis for **(E)** (n = 3). **(E)** Flow cytometry analysis of apoptosis in these cells. The data are presented as the mean ± standard deviation, and a p value <0.05 indicated statistical significance.

**Fig 5:**
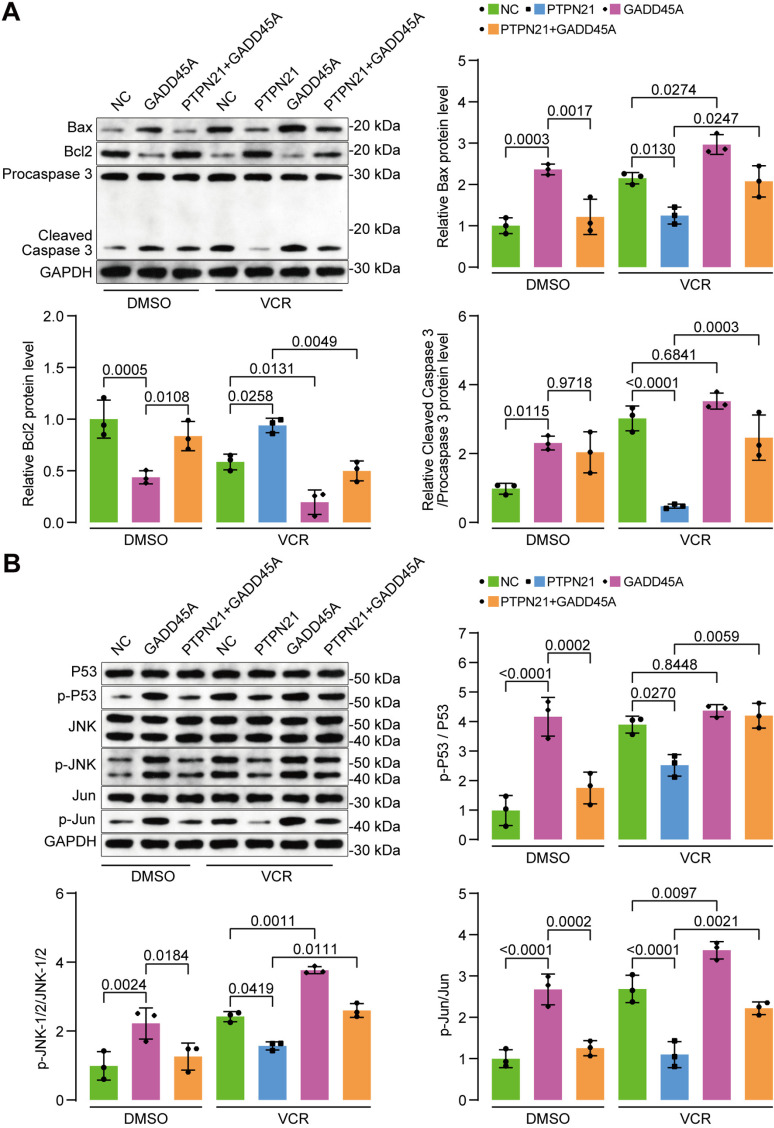
The influence of GADD45A overexpression on apoptosis-associated proteins and the JNK signaling pathway. **(A)** Western blot results showing the expression of apoptosis-associated proteins, including Bax, Bcl-2, and caspase 3 (n = 3). **(B)** Western blot analysis of the phosphorylation status of P53 and proteins in the JNK signaling pathway (n = 3). The data are presented as the mean ± standard deviation, and a p value <0.05 indicated statistical significance.

Furthermore, the overexpression of GADD45A increased the phosphorylation of proteins involved in the P53 and JNK signaling pathways. In PTPN21-overexpressing Jurkat cells, the restoration of GADD45A increased the phosphorylation of P53 and JNK signaling pathway components in cells treated with VCR (Fig 5B). These results suggest that the restoration of GADD45A reverses the antiapoptotic effect of PTPN21 by regulating the JNK signaling pathway.

### PTPN21 overexpression reversed VCR-induced cell cycle arrest at the G2/M phase

We analyzed the cell cycle distribution of VCR-treated Jurkat cells using FACS, while cells transfected with the pHIV7-SFFV-GFP vector served as a control. VCR strongly induced G2/M cell cycle arrest (G1%: NC+DMSO, 59.28 ± 0.83; NC + VCR, 43.51 ± 0.82; *p* < 0.0001; G2/M%: NC+DMSO, 9.82 ± 0.13; NC + VCR, 20.49 ± 0.98; *p* < 0.0001) (Fig 6A-B). In PTPN21-overexpressing cells treated with VCR, the percentage of cells in G1 phase increased, while that of cells in G2/M phase decreased (G1%: PTPN21 + VCR, 58.56 ± 1.36; NC + VCR, 43.51 ± 0.82; *p* < 0.0001; G2/M%: PTPN21 + VCR, 13.58 ± 0.66; NC + VCR, 20.49 ± 0.98; *p* < 0.0001) (Fig 6A-B). The restoration of GADD45A in PTPN21-overexpressing cells caused G2/M cell cycle arrest (Fig 6C-D). These results indicate that PTPN21 increases the proportion of cells in G1 phase and inhibits G2/M cell cycle arrest to achieve an antiapoptotic effect and that the restoration of GADD45A reinduces G2/M cell cycle arrest to induce apoptosis.

**Fig 6:**
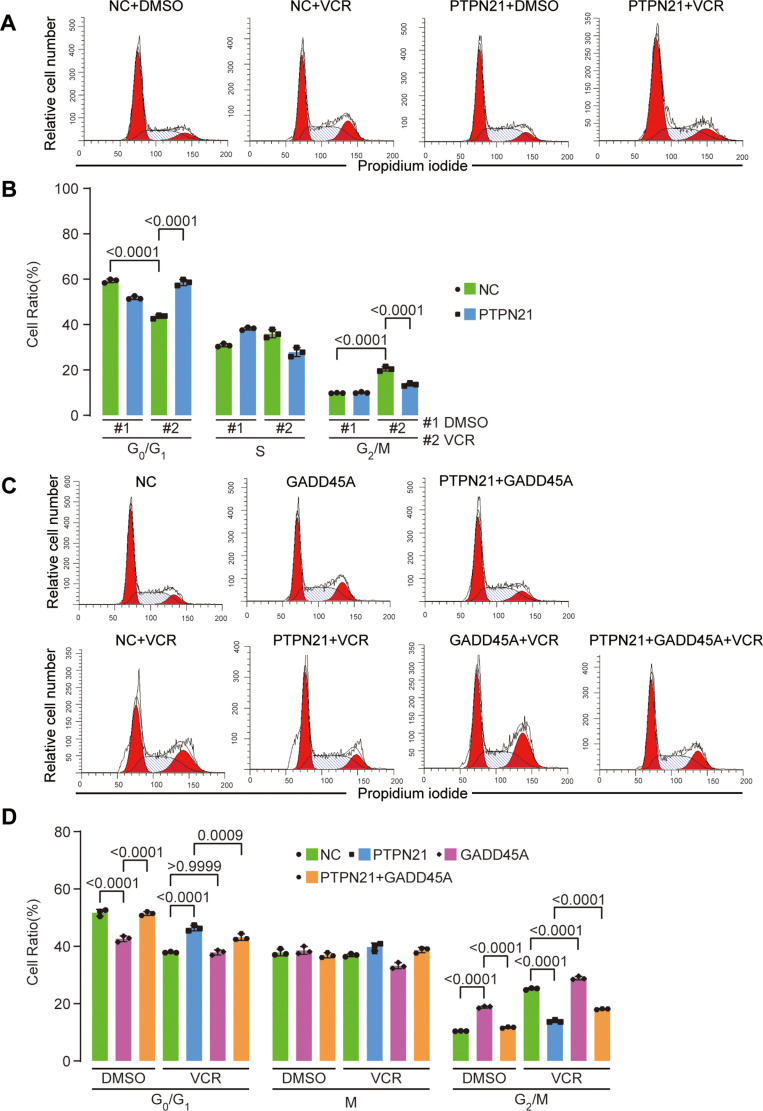
The impact of PTPN21 overexpression on cell cycle progression during VCR treatment. **(A)** Flow cytometry detection of the Jurkat cell cycle after PTPN21 overexpression under VCR conditions. **(C)** Flow cytometry analysis of Jurkat cell cycle after overexpression of PTPN21 and/or GADD45A with/without VCR. (B) and (D) summary of data from (A) and **(C)**, respectively (n = 3). The data are presented as the mean ± standard deviation, and a p value <0.05 indicated statistical significance.

In addition, Western blot experiments revealed that VCR significantly reduced the expression of Cyclin B1, which indicates a blockade of the G2/M phase of the cell cycle (Fig 7A). Conversely, Cyclin B1 levels were notably increased following PTPN21 overexpression, but this effect was mitigated by GADD45A, which is consistent with our flow cytometry results that showed cell cycle progression (Fig 7A). Additionally, Co-IP experiments indicated that an increased amount of interaction between Cdk1 and Cyclin B1 could be observed due to elevated Cdk1 expression resulting from PTPN21 overexpression (Fig 7B), which suggests that PTPN21 may accelerate the G2/M phase transition, as corroborated by earlier experiments. However, unexpectedly, the Co-IP experimental results showed that there was no interaction between GADD45A and PTPN21 proteins (Fig 7C).

**Fig 7:**
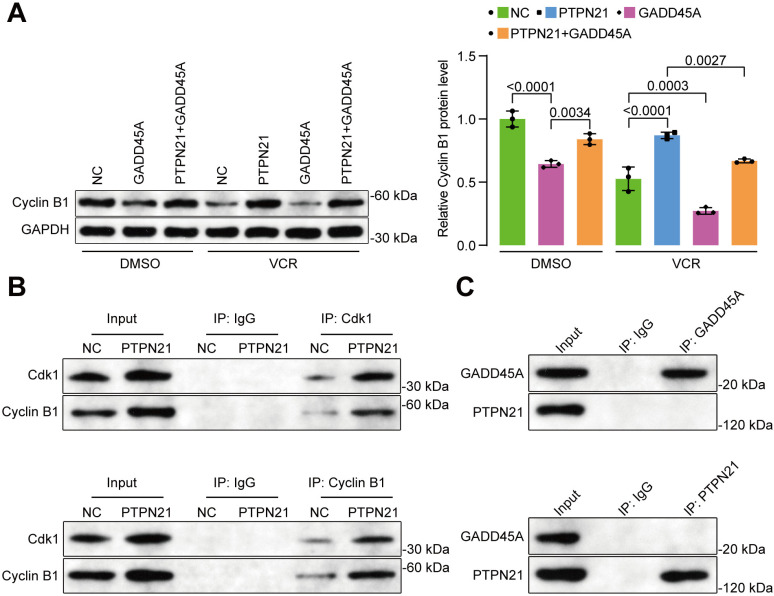
Effects of PTPN21 on the expression of cell cycle proteins and the interaction assay between PTPN21 and GADD45A. **(A)** Western blot results showing Cyclin B1 protein expression (n = 3). **(B)** Co-IP assay was performed to detect the effects of PTPN21 on Cdk1 and Cyclin B1 interactions. **(C)** Co-IP assay was performed to detect the interactions between PTPN21 and GADD45A. The data are presented as the mean ± standard deviation, and a p value <0.05 indicated statistical significance.

## Discussion

In this study, we observed that high PTPN21 expression hindered acute lymphoblastic leukemia (ALL) cell apoptosis induced by the chemotherapeutic drugs vincristine (VCR) and daunorubicin (DNR). Our RNA sequencing analysis highlighted the significant roles of GADD45A and the JNK signaling pathway in this process. 

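JUN, which encodes the transcription factor that JNK phosphorylates, was measured in the same libraries. JUN (ENSG00000177606, chromosome 1 from 58780788 to 58784327 in GENCODE release 29) had an FPKM of 28.9 ± 6.18 (SD, n = 3) in NC+DMSO, 20.7 ± 1.65 (SD, n = 3) in PTPN21+DMSO, 121 ± 19.2 (SD, n = 3) in NC+VCR and 77.4 ± 3.93 (SD, n = 3) in PTPN21+VCR. The rise in NC+VCR over NC+DMSO was larger than the spread between replicates, with a log2 fold change of 2.04 (limma adjusted p = 5.29e-06). Between PTPN21+VCR and NC+VCR, the log2 fold change of JUN was -0.63 (standard error 0.161, limma adjusted p = 0.0703), and it passed the threshold in 2 of 22 alternatives. The interaction of PTPN21 overexpression and VCR was -0.18 for JUN (limma adjusted p = 0.733), so a smaller response to VCR was not detected. MAPK8 and MAPK9, which encode JNK1 and JNK2, had log2 fold changes of 0.02 (limma adjusted p = 0.989) and -0.13 (limma adjusted p = 0.818), and their sign depended on single libraries. MAP3K4 and MAP2K4, kinases upstream of JNK, had log2 fold changes of -0.32 and -0.07 (limma adjusted p = 0.492 and 0.925). The sign for MAP2K4 also depended on single libraries. MAP2K6 was listed at 0 in 11 of the 12 libraries and was not tested. FPKM measures RNA and holds no value of phosphorylation.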

PTPN21 has been previously linked to the development of various cancers. Our initial insight into the connection between PTPN21 and ALL was derived from the work of Xiao et al., who suggested that PTPN21 mutations might be associated with posttransplantation recurrence [14]. Subsequent in vitro experiments confirmed that the endogenous PTPN21-CDSlong isoform inhibits the susceptibility of ALL cells to NK cell-mediated lysis [15]. Studies have shown that overexpression of PTPN21 can accelerate the proliferation of ALL cells upon EGF stimulation, an effect mediated through the Src/MAPK signaling pathway [32]. This suggests that PTPN21 may play a promotive role in the disease progression of ALL, particularly in terms of cell proliferation. Therefore, inhibitory strategies targeting PTPN21 may emerge as effective means to control the progression of ALL. Although the expression of PTPN21 has been correlated with immune infiltration levels in various cancers, the specific mechanisms of its action in ALL remain to be thoroughly explored. Notably, the correlation between PTPN21 and multiple immune cell markers, such as CD4 + T cells and macrophages, hints at its potential role in regulating the tumor immune microenvironment, paving the way for the development of novel therapeutic strategies [33]. Currently, treatment strategies for ALL encompass tyrosine kinase inhibitors (TKIs) and CAR T-cell therapy, among others [34]. As a potential therapeutic target, PTPN21 holds promise for combination therapy with these existing treatments to enhance therapeutic efficacy. For instance, inhibiting PTPN21 to curb the proliferation of ALL cells, in conjunction with TKIs or other immunotherapies, could further bolster the eradication capabilities against tumor cells. However, it is unknown whether PTPN21 influences the effects of VCR and DNR on ALL. Our findings reveal the pivotal role of PTPN21 in the treatment of ALL with VCR and make a significant contribution to this field. Recent reports have revealed that PTPN21 plays a crucial role in maintaining the homeostasis and biomechanics of hematopoietic stem cells (HSCs) [35]. PTPN21 regulates the phosphorylation of Septin1, which, in turn, sustains cellular mechanics. This function is closely associated with the role of PTPN21 in HSC niche retention and in the preservation of hematopoietic regeneration capacity. Interestingly, these reports demonstrate that PTPN21 deletion in HSCs leads to decreased quiescence and increased apoptosis. However, our results indicate that direct PTPN21 overexpression did not impact apoptosis. This discrepancy may be attributed to the distinct cytological characteristics of stem cells compared with those of regular cell lines. Future investigations should explore the unique role of PTPN21 in stem cell-like cells, particularly through the study of leukemia stem cells.

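GADD45A (ENSG00000116717) lies on chromosome 1 from 67685061 to 67688338 in GENCODE release 29 on GRCh38. Its FPKM was 84.4 ± 5.65 (SD, n = 3) in NC+VCR and 57.2 ± 4.82 (SD, n = 3) in PTPN21+VCR. Every PTPN21+VCR library was lower than every NC+VCR library (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was -0.55 with a standard error of 0.140. The unadjusted limma p was 0.00182 and the adjusted p was 0.067 over all genes tested, which did not pass 0.05, and 0.0074 adjusted over the list alone. The log2 fold change lay between -0.62 and -0.49 in the 22 alternatives set before the data were examined. The adjusted p ran from 0.0327 to 0.197 and passed 0.05 in 2 of them, with a mean FPKM of at least 5 (0.0436) and without NC+DMSO replicate 3 (0.0327). After the GC content and length correction, chosen after seeing the data, the log2 fold change was -0.64 (limma adjusted p = 0.0932).
In DMSO, GADD45A was 110 ± 18.1 (SD, n = 3) in NC cells and 88.2 ± 10.9 (SD, n = 3) in PTPN21 cells, a log2 fold change of -0.31 (standard error 0.140, limma adjusted p = 0.186). The difference between the changes under VCR and under DMSO was -0.24 (standard error 0.198, limma adjusted p = 0.591).

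**Figure D2:**
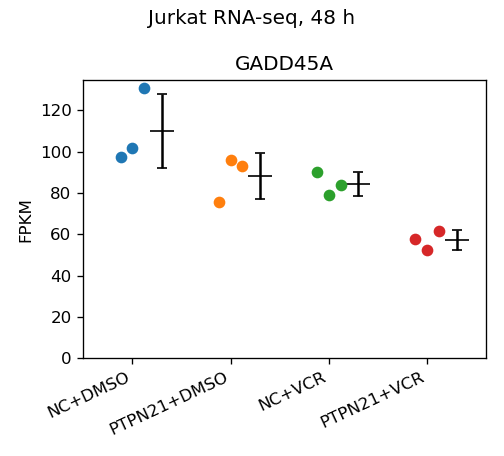
FPKM of GADD45A in the 12 libraries, by group, on a linear axis from 0. Each point is 1 library, the horizontal mark is the mean and the bar its SD (n = 3), and the PTPN21+VCR libraries lie between 52.2 and 61.8 and the NC+VCR libraries between 79.0 and 90.2.

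From the genes lowered in PTPN21+VCR, the paper took GADD45A forward with ATF4 and PARP1 as promoters of apoptosis. It reports lower GADD45A with PTPN21 under VCR from the RNA-seq, RT-qPCR and Western blot, and concludes that PTPN21 lowers GADD45A.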

The RNA sequencing results revealed that GADD45A (growth arrest and DNA damage-inducible α) was downregulated in PTPN21-overexpressing cells after exposure to VCR. GADD45A is a well-known regulator of growth arrest and apoptosis [36]. In our experiments, VCR-induced apoptosis in ALL cells was associated with an increase in GADD45A expression. However, this upregulation of GADD45A was counteracted by PTPN21 overexpression. Subsequent investigations into downstream pathways revealed inhibition of both the JNK pathway and P53 phosphorylation. Conversely, the restoration of GADD45A expression enhanced apoptosis and the phosphorylation of the JNK pathway components and P53. Numerous studies have confirmed the involvement of GADD45A in regulating drug-induced apoptotic processes [37–39], including responses to VCR [40]. Consistent with our findings, a previous study reported that Brca1-induced GADD45A transactivation activates JNK-mediated apoptosis in vitro [41]. This activation occurs through a conformational change induced by the binding of GADD45 to MEKK4 (MTK/MEK kinase 4), which releases the MEKK4 kinase domain from its interaction with an N-terminal autoinhibitory domain. This allows for the recognition and phosphorylation of MKK6 and SEK1, which directly activates the JNK pathway [42]. The JNK pathway has been shown to be involved in various aspects of both the intrinsic and extrinsic pathways of apoptosis [43,44]. Our results align with previous studies that have demonstrated reduced apoptosis when JNK pathway phosphorylation is downregulated. Moreover, alterations in P53 phosphorylation were also observed in our study. Although GADD45A is one of the numerous downstream targets of P53 [45], it has been shown to function in regulating P53. Stress-induced activation of MTK1 leads to rapid phosphorylation and activation of MAPK, which contributes to the activation of several transcription factors, including P53. GADD45A is, in turn, activated by both P53-dependent and P53-independent mechanisms. Ultimately, the newly synthesized GADD45A protein is crucial for maintaining MAPK and P53 activity through a positive feedback loop with MTK1 [46]. This finding suggests that P53 may also participate in PTPN21-mediated inhibition of VCR-induced apoptosis by interacting with the JNK pathway.

For decades, it has been well established that VCR induces apoptosis by arresting cells in G2/M phase [47]. Furthermore, it has been confirmed that GADD45A can interact with Cdk1, which potentially prevents its binding to Cyclin B1, thus inhibiting Cdk1 activity and causing cell cycle arrest at the G2/M checkpoint [48]. Consequently, we hypothesize that PTPN21 inhibits G2/M cell cycle arrest by downregulating GADD45A, which consequently drives cells back into G1 phase, and in turn, inhibits VCR-induced apoptosis. Intriguingly, in the GADD45A overexpression experiment, we observed the inhibition of PTPN21, suggesting a possible negative feedback loop between PTPN21 and GADD45A. However, surprisingly, our research found that there was no interaction between PTPN21 and GADD45A proteins, indicating that PTPN21 may indirectly affect the processing, stability, or translation of GADD45A mRNA by influencing other molecules.

Although this study demonstrated that PTPN21 could regulate the expression of GADD45A and consequently influence VCR-induced apoptosis in ALL cells, several limitations were identified. Firstly, despite our study unveiling a regulatory relationship between PTPN21 and GADD45A, the absence of a direct protein-protein interaction between them suggests that PTPN21 may regulate the processing, stability, or translation of GADD45A mRNA indirectly through the influence of other molecules. Therefore, further exploration is required to elucidate the specific molecular pathway through which PTPN21 modulates GADD45A expression. Secondly, our findings indicate that the expression of PTPN21 may impact the therapeutic efficacy of vincristine (VCR) in acute lymphoblastic leukemia (ALL) cells, potentially contributing to the development of drug resistance. However, this study did not comprehensively evaluate PTPN21 as a potential therapeutic target in VCR-resistant ALL cell lines. Consequently, future research should prioritize the development and utilization of VCR-resistant ALL cell lines to further investigate the role of PTPN21 in drug resistance and assess its potential as a therapeutic target. Lastly, it is important to note that all experiments conducted in this study were performed in vitro, which may not fully capture the complexity of the in vivo environment. Therefore, differences may arise between in vivo and in vitro experimental results. Subsequent studies will validate and investigate these findings through in vivo experiments.

In conclusion, our study revealed that the overexpression of PTPN21 in acute lymphoblastic leukemia (ALL) cells markedly impairs the induction of apoptosis by DNR and VCR. Our in-depth analysis further reveals that the primary mechanism underlying this effect involves the suppression of the growth arrest and DNA GADD45A, coupled with the inhibition of the JNK signaling pathway. These findings not only emphasize the crucial significance of PTPN21 in the pathophysiology of ALL but also accentuate its potential as an exceptionally promising therapeutic target for the treatment of this condition.

## Supporting information

S1 Fig The schematic diagram of the pHIV7/SFFV-GFP plasmid.

S2 Fig Flow cytometry control. (A) 7-AAD single-color control. (B) APC single-color control. (C) Negative control.
(TIF)

S1 File Supplementary material. The protocol of construction of eukaryotic expression vector plasmid for PTPN21 gene and flow cytometry experiments.
(DOCX)

S2 File Uncropped images for all blot results.

# Supplementary material for: PTPN21 inhibits cell apoptosis of acute lymphoblastic leukemia induced by chemotherapeutic agents via GADD45A and JNK signaling pathway
**Source:** PLoS One. 2025 Apr 30;20(4):e0322273. doi: 10.1371/journal.pone.0322273
**Supplement:** S1 File — The protocol of construction of eukaryotic expression vector plasmid for PTPN21 gene and flow cytometry experiments.

**Construction of Eukaryotic Expression Vector Plasmid for PTPN21 Gene**

(1) TA Cloning

The target sequence, 3×FLAG Tag, was analyzed for complex secondary structures and repetitive sequences. Based on the analysis, single-stranded oligos were designed and synthesized. PCR was utilized to assemble the oligos into a complete gene sequence of 3×FLAG Tag, including a stop codon, totaling 69 bp. The assembled sequence was cloned into the pMD18-T vector and transformed into DH5α competent cells. Sequencing was performed to confirm the accuracy of the inserted sequence.

(2) Construction of Eukaryotic Expression Vector Plasmid

The SFFV promoter, amplified from the pHIV7/SFFV-GFP plasmid, was fused with the PCR-amplified PTPN21 gene sequence in the order of SFFV-PTPN21. This fused fragment was then joined with the previously synthesized 3×FLAG Tag in the order of SFFV-PTPN21-3×FLAG. The pHIV7/SFFV-GFP plasmid was digested with BamHI, and the larger fragment was recovered for subsequent vector construction. The fused SFFV-PTPN21-3×FLAG fragment was digested with BglII and ligated into the BamHI-digested pHIV7/SFFV-GFP large fragment to generate the pHIV7/SFFV-PTPN21-3×FLAG plasmid. The specific methods are as follows:

a. Three pairs of primers were designed to amplify and fuse the corresponding fragments. The primers included:SFFV-P-BglII-F, SFFV-P-R, PTPN21-F, PTPN21-R, FLAG-F, and FLAG-BglII-R. The amplified and fused fragments were recovered for further experiments.

b. The fused fragments were digested with BglII at 37°C for 2 hours in a reaction mixture containing 5 μl of 10× buffer, 10 μl of fused fragments (approximately 1 μg), 1 μl of BglII enzyme, and 34 μl of ddH2O.

c. The pHIV7/SFFV-GFP plasmid was digested with BamHI at 37°C for 2 hours in a reaction mixture containing 5 μl of 10× buffer, 2 μl of plasmid (approximately 1 μg), 1 μl of BamHI enzyme, and 42 μl of ddH2O.

d. The digested fragments were recovered by electrophoresis and ligated with the vector using T4 DNA ligase at room temperature for 2 hours. The ligation reaction mixture contained 1 μl of ligation buffer, 1 μl of vector, 2 μl of ligated fragments, 0.5 μl of T4 DNA ligase (400 U/μl), and 5.5 μl of ddH2O.

e. Five microliters of the ligation product were transformed into DH5α competent cells. Multiple clones were picked from the transformation plate and sequenced to confirm the identity of the expression vector.

**Flow cytometry experiment method**

Negative control: Normal cells without the addition of Annexin V and 7-AAD.

APC single-color control: 1 μL of VCR (5 μM) combined with 5 μL of Annexin V single staining.

7-AAD single-color control: 1 μL of VCR (5 μM) combined with 5 μL of 7-AAD single staining.

Gating Strategies: The gain settings were adjusted to 11 for FSC (Forward Scatter) and 1 for SSC (Side Scatter). The threshold was set automatically, with the width channel configured for FSC.

# Supplementary material for: PTPN21 inhibits cell apoptosis of acute lymphoblastic leukemia induced by chemotherapeutic agents via GADD45A and JNK signaling pathway
**Source:** PLoS One. 2025 Apr 30;20(4):e0322273. doi: 10.1371/journal.pone.0322273

Uncropped gels for Western Blots in Figure 1A

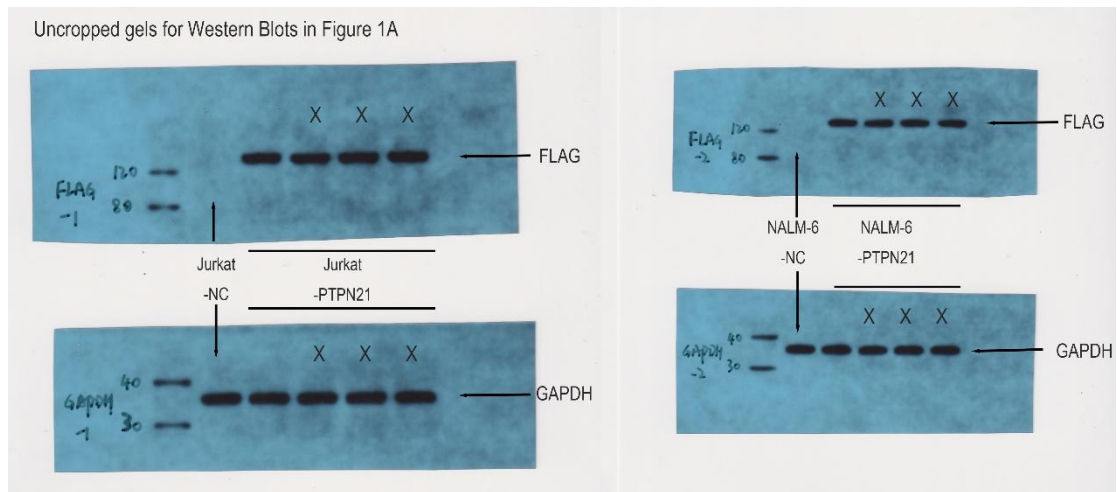

Uncropped gels for Western Blots in Figure 2C

1=NC+DMSO  
2=PTPN21+DMSO  
3=NC+VCR  
4=PTPN21+VCR

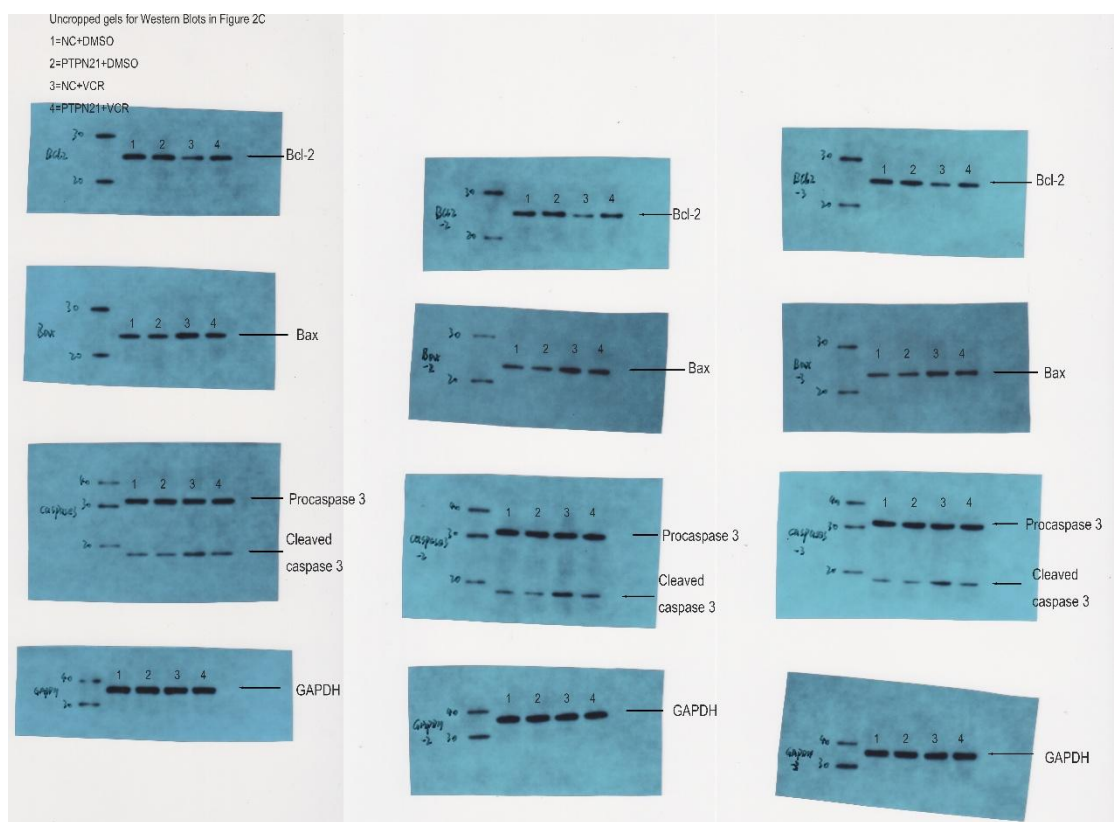

Uncropped gels for Western Blots in Figure 3E

1=NC+DMSO

2=NC+VCR

3=PTPN21+DMSO

4=PTPN21+VCR

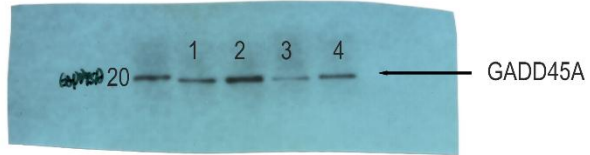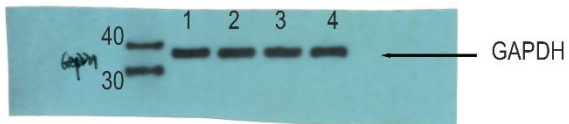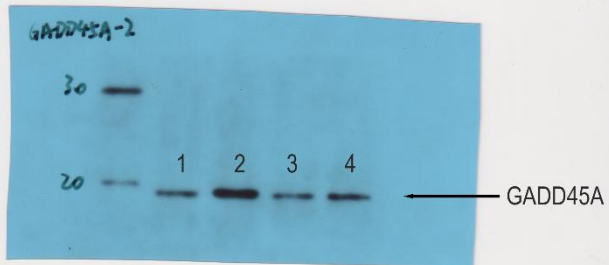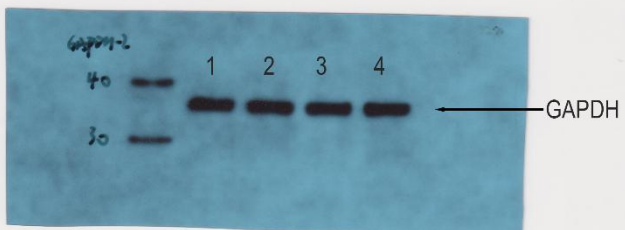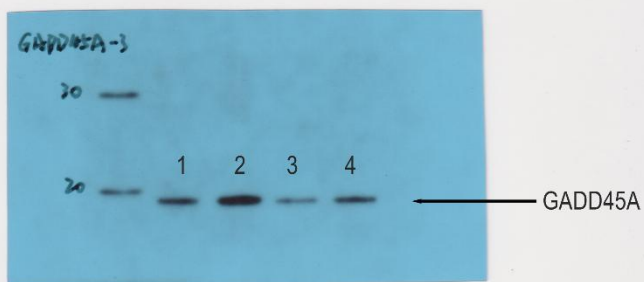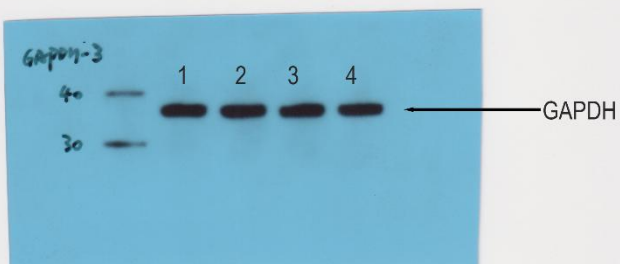

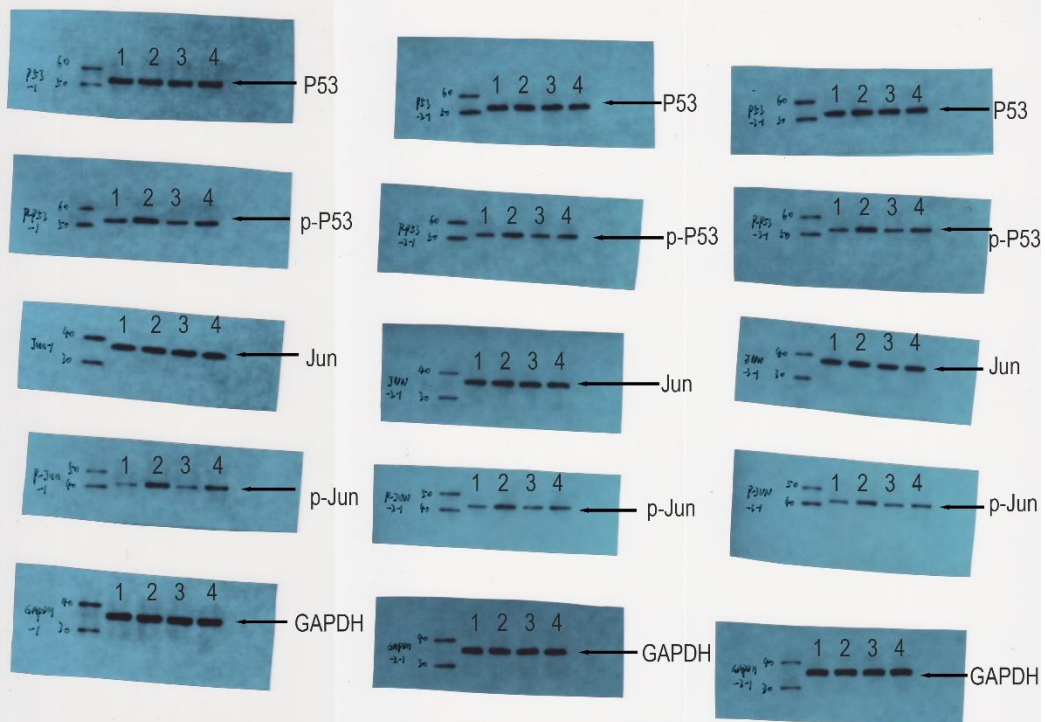

Uncropped gels for Western Blots in Figure 3G

1=NC+DMSO

2=NC+VCR

3=PTPN21+DMSO

4=PTPN21+VCR

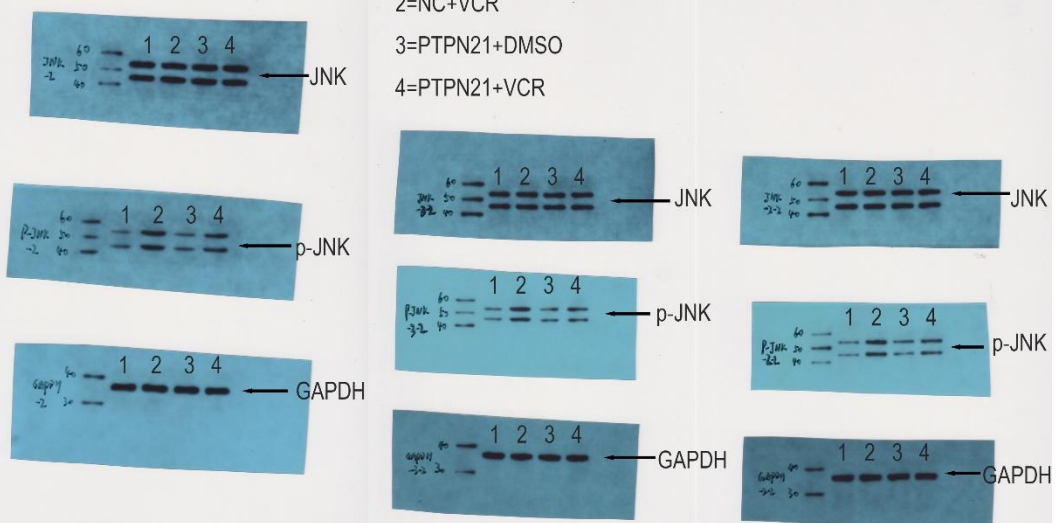

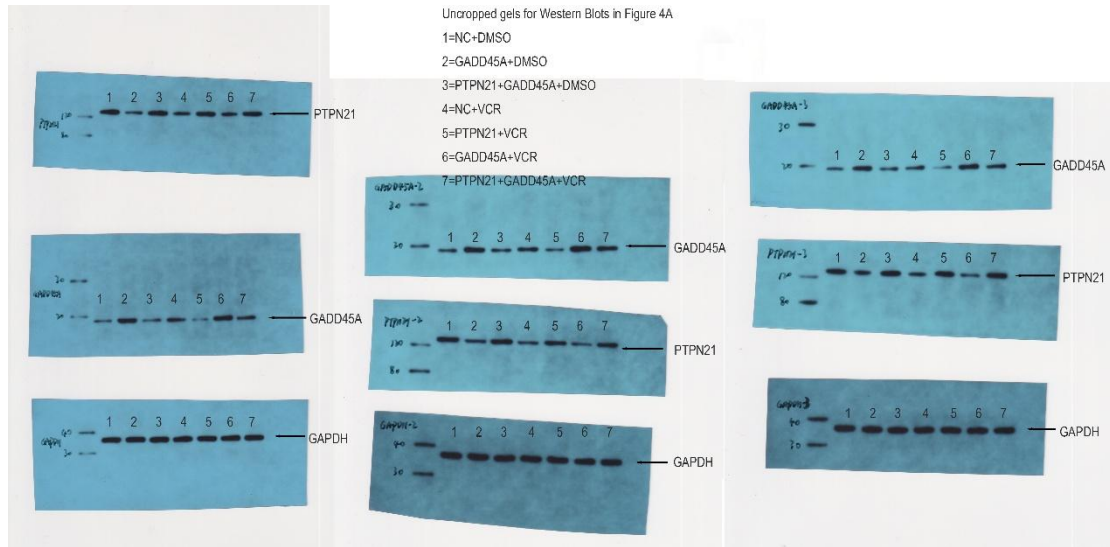

Uncropped gels for Western Blots in Figure 5A

- 1=NC+DMSO  
2=GADD45A+DMSO  
3=PTPN21+GADD45A+DMSO  
4=NC+VCR  
5=PTPN21+VCR  
6=GADD45A+VCR  
7=PTPN21+GADD45A+VCR

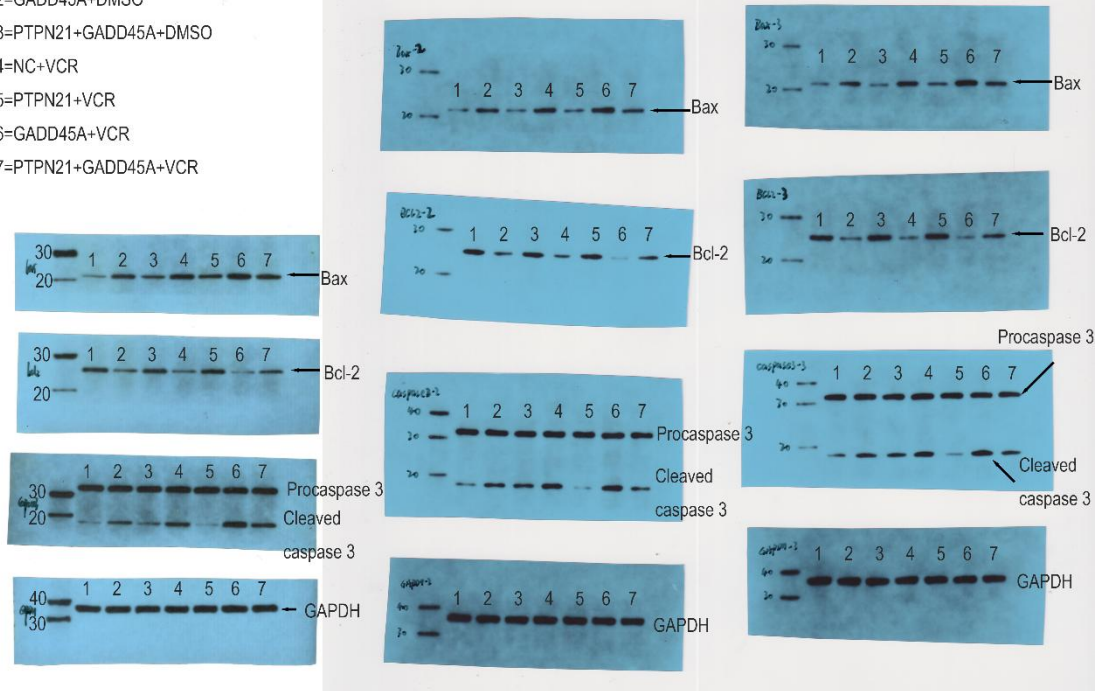

Uncropped gels for Western Blots in Figure 5B

1=NC+DMSO

2=GADD45A+DMSO

3=PTPN21+GADD45A+DMSO

4=NC+VCR

5=PTPN21+VCR

6=GADD45A+VCR

7=PTPN21+GADD45A+VCR

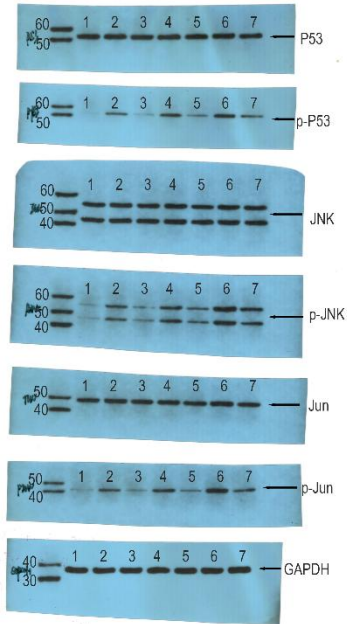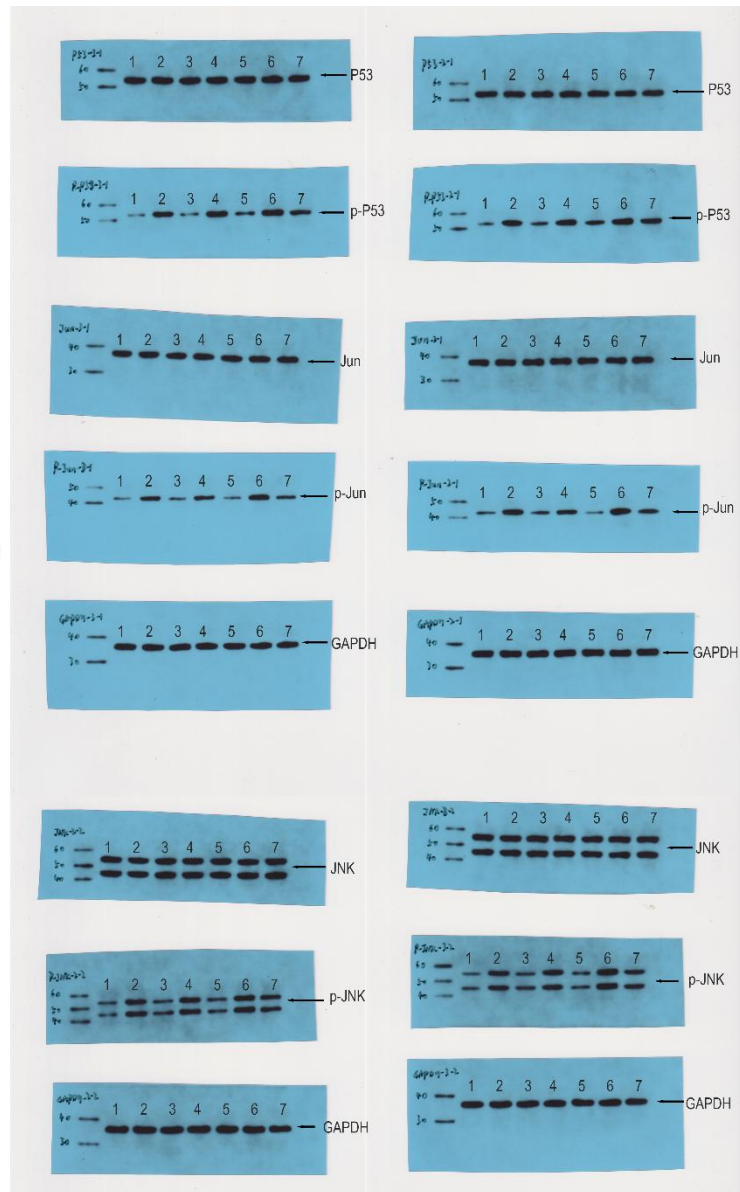

Uncropped gels for Western Blots in Figure 7A

1=NC+DMSO

2=GADD45A+DMSO

3=PTPN21+GADD45A+DMSO

4=NC+VCR

5=PTPN21+VCR

6=GADD45A+VCR

7=PTPN21+GADD45A+VCR

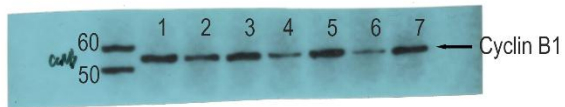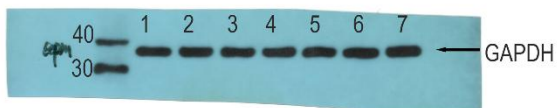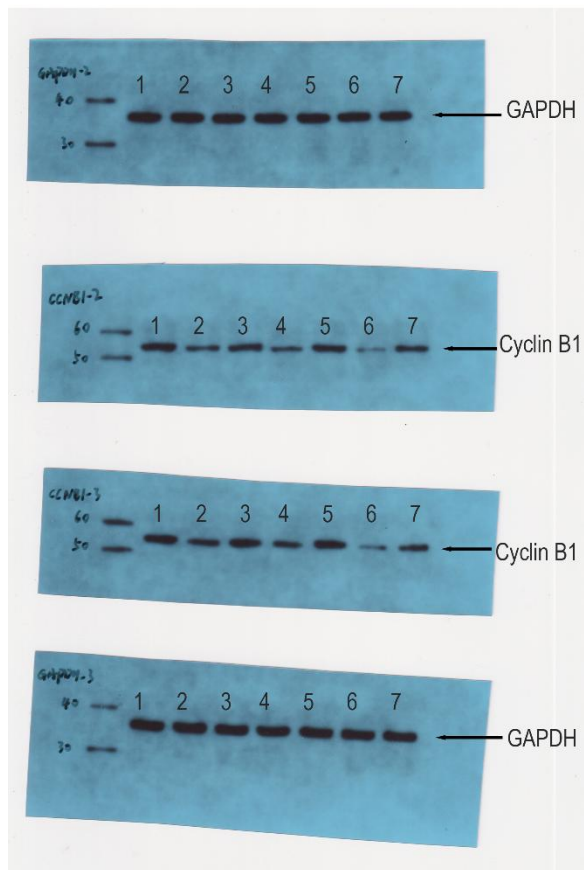

Uncropped gels for Co-IP in Figure 7B

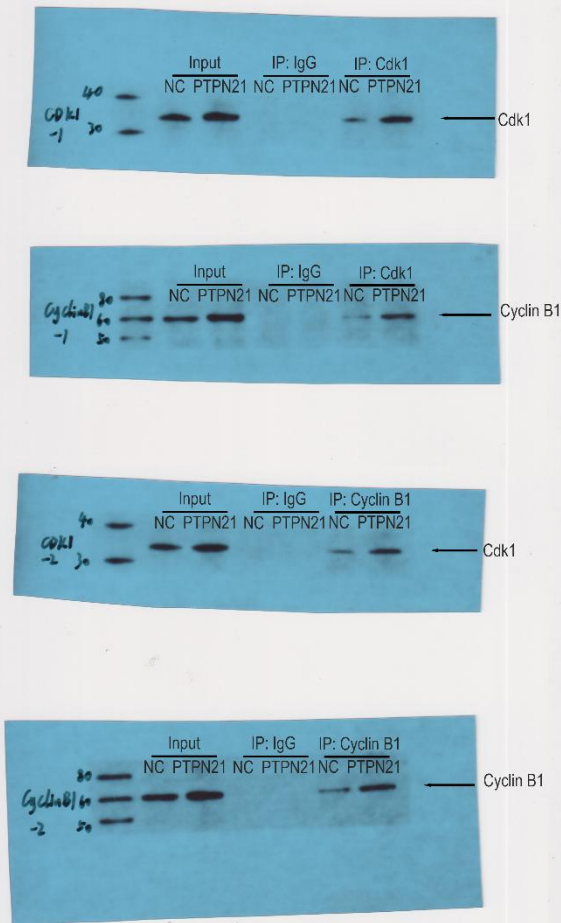

Uncropped gels for Co-IP in Figure 7C

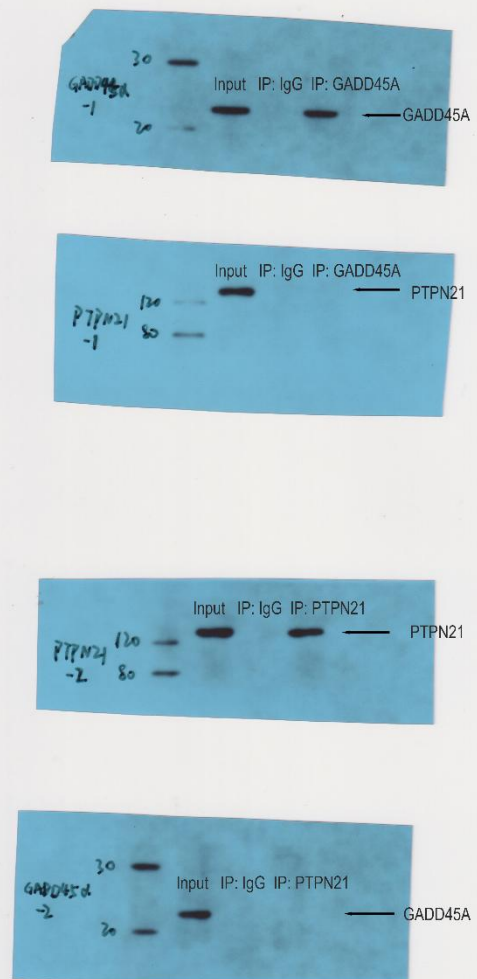

**Supplement:** S2 File

How the deposited data were processed for this re-analysis (not part of the article)

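RNA from 12 Jurkat libraries was analysed, 3 in each of the groups NC+DMSO, PTPN21+DMSO, NC+VCR and PTPN21+VCR, all after 48 h. Groups and replicates were taken from the sample labels and the paper. The labels call the control cells wild type, while the paper describes them as carrying the GFP vector.
The authors deposited one table of FPKM values, made by an external company. The aligner, the counting program, the genome build, the annotation and any filter are not named in the paper's text. The table lists 60671 genes by Ensembl identifier, of which 58453 (96.3%) have an entry in GENCODE release 29 (GRCh38), used here for gene positions, length and GC content. All value columns were matched to a sample by name.
Fragments per library were estimated from 8752 single-exon genes longer than 500 bases, as the step in which FPKM times length falls. The method was tested on simulated values. The range of steps that was searched was narrowed after a first search settled on smaller steps in some libraries, so the depth of those libraries rests on that choice. Depth limits mainly genes with low FPKM.
From the deposited FPKM, log2(FPKM + 1) was computed and genes with a mean FPKM of at least 1 over the 12 libraries were kept (11591 genes). limma 3.58.1 in R 4.3.3 was fitted with an intensity trend to one model of the 4 group means, without a block, and p-values were adjusted by Benjamini-Hochberg over all genes kept, with a threshold of 0.05. There were 5 comparisons, including the interaction of PTPN21 overexpression and VCR. Tested on simulated values for 11591 genes with 200 changed, the fit recovered 91.5% of genes changed by 2 on the log2 scale and 39.5% of those changed by 1, with 4.7% and 3.7% false calls. Thus many changes of 1 or less on the log2 scale would be missed with 3 libraries per group.
The genes named are every gene the paper names for its own measurements and its proposed pathway, and for each comparison the 3 largest rises and the 3 largest falls among genes past the threshold whose groups do not overlap (for the interaction, past the threshold only). Some genes and a gene set that were tested are not reported here, and the genes among them are left out of the counts of sensitivity values. BCL2 and MAP2K6 did not reach the mean FPKM minimum. Gene sets for G2/M, G1/S, ATF4 targets, AP-1 and immediate early genes, interferon-stimulated genes, ribosomal protein genes, replication-dependent histone genes and mitochondrially encoded genes were written before the data were examined and tested with camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg over 45 tests. The apoptosis pathway is not annotated in the table, so only the 20 genes of Fig 3A stand for it.
The alternatives were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, TPM scaling, median ratio scaling, quantile normalization, limma without the trend, robust moderation, only the 2 groups compared, a replicate block, leaving out each library, fry and camera with an estimated correlation, and stricter gene choices. A correction for GC content and length, which covered 99.3% of the genes tested, and division of GADD45A by GAPDH were added after seeing the data. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.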

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

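The tests of explanations in this part were chosen after the results were seen. The comparisons and the alternative settings were planned, except the GC content and length correction.
The DMSO libraries are not reported on in the paper. Between PTPN21+DMSO and NC+DMSO, 735 genes passed the threshold, 307 higher and 428 lower, with a median of -0.14 over all genes. The share of higher genes depended on the scaling. Of the genes past the threshold, 41.8% were higher as deposited and 70.9% under median ratio scaling, so no direction can be given for the set. The groups did not overlap for 33.4% of genes, where chance gives 10%. Among genes with a mean FPKM of at least 20, 14.8% passed, against 3.6% below it. These shares cannot test the greater depth of the PTPN21 libraries, since log2(FPKM + 1) understates change at low FPKM whatever the cause. Of the 735 genes, 425 had a mean FPKM of at least 20, where depth limits values least. Other differences between libraries that go with depth cannot be separated from the construct. Once trends with GC content and length were removed, 328 of the 735 genes still passed, so those trends are not the whole cause. Only 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and no other split gave more than 2. At an unadjusted p under 0.05 there were 2968 genes, where chance gives 580. The share of splits alone cannot exclude chance, since 10 splits cannot give a share under 0.05. The number of genes depended on single libraries, from 54 without PTPN21+DMSO replicate 1 to 1347 without NC+DMSO replicate 2, and only 40 passed with the 2 groups fitted alone. An effect of PTPN21 without drug stays open. HEBP2 (log2 fold change 2.49, limma adjusted p = 0.00679) and CENPA (2.48, limma adjusted p = 0.0101) rose, and TCEA1P2 (-2.73, limma adjusted p = 0.0132) and TMEM101 (-2.70, limma adjusted p = 0.0265) fell, each with groups that do not overlap. In that order they passed in 22, 21, 18 and 16 of 22 alternatives. TMEM101 ranged from 4.86 to 47.48 within PTPN21+VCR. Its fall in PTPN21+DMSO thus cannot be told apart from a switch between 2 levels, as for ATF4.
Between NC+VCR and NC+DMSO, 4192 genes passed, 917 higher and 3275 lower, and between PTPN21+VCR and PTPN21+DMSO 3308 passed, 1069 higher and 2239 lower. The medians over all genes were -0.36 and -0.17, so changes are to be read relative to them. Under median ratio scaling, 48.6% of the genes past the threshold for NC+VCR were higher, against 21.9% as deposited, so the excess of lower genes depends on scaling. After removal of the GC content and length trends, 3742 of the 4192 and 2393 of the 3308 genes still passed, which argues against those trends as the whole cause. Of the 10 splits in each comparison, 1 gave as many genes, the real one, and no other split gave more than 1, though 10 splits cannot give a share under 0.05. The groups did not overlap for 44.1% and 50.4% of genes, where chance gives 10%. The 2 comparisons share no library. Replication-dependent histone genes, a set written before the data were examined, were lower in both, with medians of -1.05 and -0.938. With an estimated correlation, the camera adjusted p was 0.0439 in each, which argues against a chance split for that set. A response to VCR is the reading the design names. For the genes past the threshold it stays open as a hypothesis, since they were found and tested on the same libraries. PAEP rose by 6.36 and 5.81 on the log2 scale in the 2 comparisons (limma adjusted p = 6.39e-08 and 1.25e-07) and passed in 22 of 22 alternatives in each, with an FPKM of 0.410 to 1.77 in the DMSO libraries and 104.8 to 156.3 in the VCR libraries.
For 15 genes the change with PTPN21 overexpression differed between VCR and DMSO, 3 more positive and 12 more negative under VCR (limma, adjusted p under 0.05 for the interaction). Of 100 splits drawn, 1 gave as many, the real one, so a chance split of the libraries was not enough to give this many. All 15 passed again once GC content and length trends were removed, but 50 genes passed then, 26 more positive and 24 more negative, so the excess of more negative genes depends on that correction. The 4 largest falls were the MIR6724 copies, near-identical genes that can share reads, with MIR6724-4 at -4.22 (limma adjusted p = 0.000128), listed at 0 in NC+DMSO and at a mean FPKM of 2.10 in PTPN21+DMSO, 7.28 in NC+VCR and 0.391 in PTPN21+VCR. In GENCODE release 29 they lie on chromosome 21 close to 5.8S ribosomal RNA genes, so leftover ribosomal RNA was weighed. The 5.8S ribosomal RNA genes had a median interaction of -0.136 and no adjusted p under 0.05, which argues against leftover ribosomal RNA as a whole. IER2 went the other way, by 3.31 (limma adjusted p = 0.00215), with an FPKM of 20.1 in NC+DMSO, 4.26 in PTPN21+DMSO, 4.38 in NC+VCR and 11.8 in PTPN21+VCR. FBXW7 (2.06, limma adjusted p = 0.0218) and ERGIC2 (1.88, limma adjusted p = 0.0367) followed, and these passed in 15 and 8 of 21 alternatives. Removing single libraries moved the number of genes from 7 without NC+DMSO replicate 1 to 30 without NC+DMSO replicate 2.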

How the results depend on the processing

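Settings and libraries were varied as chosen before the data were examined, except the GC content and length correction, chosen after seeing the data. Where a value moved, the cause was not tested unless stated.
The number of genes between PTPN21+VCR and NC+VCR (211) was 118 with no filter, 344 with a mean FPKM of at least 5, 72 without the trend, 117 with the 2 groups fitted alone and 70 with at least a 2-fold change. It ran from 43 to 357 across the 12 fits that each left out one library. The same 6 libraries fitted alone shared 89 of the 117 genes with the 211. For PTPN21+DMSO against NC+DMSO (735) it was 177 with no filter, 321 without the trend, 40 with the 2 groups alone and 439 after the GC content and length correction, and 54 to 1347 leaving out one library. Under TPM scaling 21.0% of these genes were higher and under quantile normalization 54.5%. For NC+VCR against NC+DMSO it was 2674 with the 2 groups alone and 3198 to 4007 leaving out one library. Under median ratio scaling, quantile normalization and TPM scaling, 48.6%, 52.5% and 16.3% of those genes were higher. For PTPN21+VCR against PTPN21+DMSO it ran from 2354 to 3629 leaving out one library, and 48.5% were higher under median ratio scaling and 51.6% under quantile normalization, against 32.3% as deposited. The interaction (15) gave 8 genes with no filter, 8 with a mean FPKM of at least 5, 9 without the trend, 50 after the GC content and length correction, and 7 to 30 leaving out one library. Under TPM scaling 36.4% of its genes were higher, against 20.0% as deposited.
Of the 13 genes named as decreased, 1 passed with no filter, without the trend or after the GC content and length correction, and 4 with a mean FPKM of at least 5, where 11 of the 13 were tested. Leaving out one library gave 1 to 4. The 7 increased genes gave 0 to 1. GADD45A in PTPN21+VCR stayed lower, at -0.55 with a mean FPKM of at least 5 (limma adjusted p = 0.0436) and -0.61 to -0.49 leaving out one library. In NC+VCR against NC+DMSO it was -0.37 with that filter (limma adjusted p = 0.0487), -0.48 under TPM scaling (limma adjusted p = 0.031) and -0.45 to -0.24 leaving out one library. With the smaller number of genes tested under that filter, the adjustment is over fewer tests.
The slope of the VCR response with PTPN21 on the response without it (0.967, SD 0.046 over the fits that left out one library) was 0.904 with a pseudocount of 0.1, 0.906 with no filter, 1.02 under quantile normalization, 0.834 among genes called for NC+VCR against NC+DMSO and 0.917 after the GC content and length correction. Leaving out one library gave a slope of 0.877 to 1.02. The gene set tests called 19 of 45 with camera, 15 of them also with fry, and 2 with an estimated correlation. Leaving out one library gave 16 to 20.
Replicate numbers do not pair the libraries. Among the 18 pairs of same-numbered libraries of different groups, the correlation of deviations from the group means was -0.145 to 0.0583, and none was above 0.1. With the replicate block, the number of genes was 74 for PTPN21+VCR against NC+VCR, 242 for PTPN21+DMSO against NC+DMSO and 8 for the interaction. With the block and the GC content and length correction together, these were 104, 194 and 4, 1 of the 13 genes passed, and the slope was 0.917.
Some named genes changed sign. Between PTPN21+VCR and NC+VCR, MAPK8 was -0.026 under TPM scaling, against 0.02 as deposited. Leaving out one library, it ran from -0.38 to 0.28, MAPK9 from -0.33 to 0.080 and MAP2K4 from -0.28 to 0.14. NC+VCR replicates 1 and 3 gave the ends of these ranges for MAPK9. Of 641 values of named genes under the planned settings, 31 were weaker and 6 stronger, and of 792 leaving out one library, 58 were weaker and 4 stronger. A test on read counts, planned only for a table that holds counts, was not run, since the values are FPKM. Depth is estimated, and low FPKM values rest on few fragments.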

Differences from the paper's values

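The paper's RT-qPCR value for GADD45A relative mRNA is 1.525 ± 0.147 (SD) in NC+VCR and 0.988 ± 0.202 (SD) in PTPN21+VCR. The RNA-seq FPKM of GADD45A relative to the NC+DMSO mean was 0.767 in NC+VCR and 0.519 in PTPN21+VCR. The assays differ, since RT-qPCR was normalized to GAPDH. The paper's text gives no RT-qPCR value for DMSO, so NC+DMSO was taken here as the unit. Under TPM scaling the values were 0.708 and 0.459, under median ratio scaling 0.959 and 0.656, and under quantile normalization 0.830 and 0.559. Leaving out single libraries gave 0.725 to 0.846 and 0.491 to 0.574. None of the alternatives set before the data were examined closed the gap. Dividing by GAPDH, chosen after seeing the values, gave 1.0 and 0.575, which did not close it either. The gap lies in the comparison with DMSO. PTPN21+VCR relative to NC+VCR was 0.648 from the paper's values and 0.678 in the RNA-seq (0.649 to 0.684 under the 3 other scalings, 0.65 to 0.707 leaving out single libraries and 0.572 divided by GAPDH), so the 2 assays are close on that ratio.
The paper reports higher GADD45A protein with VCR by Western blot, and relates VCR-induced apoptosis to an increase in GADD45A expression. Its RT-qPCR text compares PTPN21+VCR with NC+VCR only. In the RNA-seq the log2 fold change of NC+VCR against NC+DMSO was -0.37 (limma adjusted p = 0.0567), close to the median of -0.36 over all genes, and it was negative in all 22 alternatives. The paper lists GADD45A among the genes decreased in PTPN21+VCR, and it had the same direction here without passing 0.05. A mean FPKM of at least 5 (limma adjusted p = 0.0436) and leaving out NC+DMSO replicate 3 (limma adjusted p = 0.0327) are the settings that passed. Of the 13 genes the paper lists, 2 passed over all genes, and 11 did not.
The paper reports lower Cyclin B1 protein with VCR. CCNB1 RNA rose, with a log2 fold change of 1.21 in NC+VCR against NC+DMSO (limma adjusted p = 7e-05). The paper reports more Cyclin B1 protein with PTPN21 overexpression. CCNB1 RNA was -0.08 in PTPN21+VCR against NC+VCR (limma adjusted p = 0.826). The paper also reports elevated Cdk1 with PTPN21 overexpression. CDK1 RNA had the same direction, at 0.42 in PTPN21+VCR against NC+VCR (limma adjusted p = 0.0734). It passed in 1 of 22 alternatives.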

Other observations

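The tests of explanations in this part were chosen after the results were seen.
GADD45A did not rise with VCR in the RNA-seq. In PTPN21+VCR against PTPN21+DMSO it fell as deposited, with a log2 fold change of -0.61 (limma adjusted p = 0.00671). This passed in 22 of 22 alternatives, which do not include division by GAPDH. Scaling that hides a rise was weighed. In NC cells, the highest log2 fold change under the 3 other scalings was -0.0538, under median ratio scaling, and the highest upper end of its 95% interval was 0.225. The paper's RT-qPCR value is 0.609 on the log2 scale if NC+DMSO is its unit, which the paper's text does not state. A rise of that size hidden by the deposited scaling is argued against under these 3 scalings. A smaller rise stays open, since the interval under median ratio scaling includes 0. Division by GAPDH gave 1.0 in NC+VCR, with NC+DMSO libraries from 0.769 to 1.4. In PTPN21 cells, division by GAPDH gave 0.541 in DMSO and 0.575 in VCR, so the fall was not seen there. GAPDH itself had a mean FPKM of 1279 in PTPN21+DMSO and 770.1 in PTPN21+VCR, so the fall depends on the reference. Division by GAPDH was not tested further. No interval was computed for it, so it does not bound a rise. No biological explanation was tested.
ATF4 took 2 levels, about 10-fold apart, in the 12 libraries. The condition alone is argued against, since the NC+DMSO libraries differed by 11.1-fold and the PTPN21+DMSO libraries by 10.7-fold. Reads placed on ATF4 pseudogenes are also argued against, since the highest FPKM of a pseudogene in a library was 1.88. A candidate explanation that stays open is the assignment of fragments in the authors' counting, which no transcript values here can decide. Among 4592 genes with a mean FPKM of at least 10, 97 ranged at least 5-fold within a condition, so ATF4 is not alone. The lower ATF4 in PTPN21+VCR cannot be told apart from such a switch with these values.
In the gene sets, G2/M genes, which include BIRC5 of Fig 3A, were higher with VCR in both NC cells (median log2 fold change 0.29, 19 of 29 higher, camera adjusted p = 3.77e-06) and PTPN21 cells (0.72, 25 of 29 higher, camera adjusted p = 1.73e-09), and G1/S genes were lower (-0.75 and -0.65, camera adjusted p = 1.52e-06 and 8.81e-06), as were replication-dependent histone genes (-1.05 and -0.94, camera adjusted p = 1.02e-08 and 3.56e-08). Between PTPN21+VCR and NC+VCR, G2/M genes had a median of -0.11 (camera adjusted p = 0.657), ATF4 targets 0.0004 (camera adjusted p = 0.993) and AP-1 and immediate early genes 0.10 (camera adjusted p = 0.515). Interferon-stimulated genes had 0.15 (camera adjusted p = 0.515) and mitochondrially encoded genes -0.09 (camera adjusted p = 0.731). Ribosomal protein genes were higher (0.24, 64 of 75 higher, camera adjusted p = 1.26e-08) and did not pass with fry (adjusted p = 0.11). They were also higher in PTPN21+DMSO against NC+DMSO (0.38, 68 of 75 higher, camera adjusted p = 1.67e-24, fry adjusted p = 0.0155) and with VCR in NC cells (0.71, 71 of 75 higher, camera adjusted p = 3.01e-32, fry adjusted p = 0.00269) and PTPN21 cells (0.50, 68 of 75 higher, camera adjusted p = 2.48e-17, fry adjusted p = 0.00994). Their interaction was negative (-0.12, 24 of 75 higher, camera adjusted p = 1.52e-06) and passed neither with fry (adjusted p = 0.466) nor under quantile normalization (camera adjusted p = 0.474). Replication-dependent histone genes were higher (0.28, 27 of 38 higher, camera adjusted p = 0.00294) and passed with fry as well (adjusted p = 0.00488), but not with an estimated correlation (camera adjusted p = 0.208). With an estimated correlation, only the histone sets in the 2 VCR comparisons passed. AP-1 and immediate early genes, which include JUN of Fig 3A, were higher with VCR in NC cells (0.12, camera adjusted p = 0.00619) and PTPN21 cells (0.49, camera adjusted p = 0.000141). They passed with fry in PTPN21 cells (adjusted p = 0.0036) but not in NC cells (adjusted p = 0.0646). Mitochondrially encoded genes were lower with VCR in PTPN21 cells (-0.56, 8 of 37 higher, camera adjusted p = 0.00844, fry adjusted p = 0.00713). In NC cells these had -0.64 (9 of 37 higher, fry adjusted p = 0.00592) and did not pass with camera as deposited (adjusted p = 0.168). They passed with camera under quantile normalization (adjusted p = 5.1e-05) and after the GC content and length correction (0.00169). Under TPM scaling and median ratio scaling they did not (camera adjusted p = 0.0996 and 0.237). The interaction of mitochondrially encoded genes was 0.04 (camera adjusted p = 0.534), so no difference between the cells was detected. In PTPN21+DMSO against NC+DMSO, G2/M genes (-0.22, camera adjusted p = 0.0246), G1/S genes (-0.26, camera adjusted p = 0.0493) and AP-1 and immediate early genes (-0.40, camera adjusted p = 0.0246) were lower and histone genes higher (0.15, camera adjusted p = 0.0269). G2/M genes did not pass with camera under median ratio scaling (adjusted p = 0.14) or after the GC content and length correction (0.0754). G1/S genes did not pass under median ratio scaling (camera adjusted p = 0.237). Both passed with camera under TPM scaling and quantile normalization. Histone genes did not pass with fry (adjusted p = 0.277). With camera they failed under quantile normalization (adjusted p = 0.0797) and after the correction (0.63). The medians in this paragraph with a camera adjusted p under 0.05 had the same sign under TPM scaling, median ratio scaling, quantile normalization and the GC content and length correction, except histone genes in PTPN21+DMSO, at -0.174 after that correction. After that correction, ribosomal protein genes in PTPN21+VCR against NC+VCR passed with fry (adjusted p = 0.0337) and histone genes did not (adjusted p = 0.0562). The paper's fewer cells in G2/M with PTPN21 are a flow cytometry result and were not measured here.
PTPN21 in NC cells was at 0.0638 in DMSO and 0.367 in VCR (log2 fold change 0.35, limma adjusted p = 0.223), and the 2 groups did not overlap. It passed under 2 of 21 alternatives, a pseudocount of 0.1 (log2 fold change 1.44, limma adjusted p = 0.021) and quantile normalization (0.62), so its size and whether it passes depend on the setting. The paper reports lower PTPN21 after VCR, beside its Western blots and without naming the cells. RNA in NC cells had the other direction, at an FPKM below 1. In PTPN21 cells the RNA had the paper's direction, with a mean FPKM of 8.82 in DMSO and 5.74 in VCR.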
